# ME31B globally represses maternal mRNAs by two distinct mechanisms during the *Drosophila* maternal-to-zygotic transition

**DOI:** 10.7554/eLife.27891

**Published:** 2017-09-06

**Authors:** Miranda Wang, Michael Ly, Andrew Lugowski, John D Laver, Howard D Lipshitz, Craig A Smibert, Olivia S Rissland

**Keywords:** maternal-to-zygotic transition, ME31B/DDX6, mRNA decay, translation, *D. melanogaster*

## Abstract

In animal embryos, control of development is passed from exclusively maternal gene products to those encoded by the embryonic genome in a process referred to as the maternal-to-zygotic transition (MZT). We show that the RNA-binding protein, ME31B, binds to and represses the expression of thousands of maternal mRNAs during the *Drosophila* MZT. However, ME31B carries out repression in different ways during different phases of the MZT. Early, it represses translation while, later, its binding leads to mRNA destruction, most likely as a consequence of translational repression in the context of robust mRNA decay. In a process dependent on the PNG kinase, levels of ME31B and its partners, Cup and Trailer Hitch (TRAL), decrease by over 10-fold during the MZT, leading to a change in the composition of mRNA–protein complexes. We propose that ME31B is a global repressor whose regulatory impact changes based on its biological context.

## Introduction

A connection between translational regulation and mRNA degradation is a central principle of post-transcriptional regulation. Regulation of both processes relies upon the 5′ cap and 3′ poly(A) tail together with associated proteins: eIF4E (which binds the cap), PABP (which binds the 3′ tail), and the translation initiation factor eIF4G (Gallie, 1991; Decker and Parker, 1993; Caponigro and Parker, 1995; Coller et al., 1998; Schwartz and Parker, 2000; Kahvejian et al., 2005). Their connection, however, extends far beyond merely using the same factors. Across different regulatory pathways and biological contexts, a recurring theme is that translational repression precedes and likely causes mRNA decay (Radhakrishnan and Green, 2016). For instance, some regulatory factors, such as microRNAs (miRNAs), repress translation of their targets before initiating decay (Bazzini et al., 2012; Béthune et al., 2012; Djuranovic et al., 2012), and, in other cases, broadly blocking translation initiation stimulates mRNA decay (Schwartz and Parker, 1999). Nonetheless, much about the link between translational repression and mRNA decay remains unknown.

A conserved DEAD-box helicase has emerged as a central player in both processes (Nakamura et al., 2004; Coller and Parker, 2005; Chu and Rana, 2006). Known as ME31B (in *Drosophila*), Dhh1 (in yeast), and DDX6 (in vertebrates), this helicase both represses translation and stimulates mRNA decay. For instance, in the *Drosophila* embryo, ME31B represses translation via a factor called Cup, which interacts with ME31B through an adaptor protein called Trailer Hitch (TRAL) (Nakamura et al., 2004; Tritschler et al., 2008). Because Cup directly binds eIF4E at the same site as eIF4G, the Cup–TRAL–ME31B complex disrupts the eIF4E–eIF4G interaction and inhibits translation initiation (Wilhelm et al., 2003; Nakamura et al., 2004; Nelson et al., 2004; Kinkelin et al., 2012). Although less understood mechanistically, orthologs also repress translation in yeast, *Plasmodium*, *Xenopus laevis*, *Caenorhabditis elegans*, and humans (Minshall et al., 2001; Chu and Rana, 2006; Mair et al., 2006; Boag et al., 2008; Sweet et al., 2012).

ME31B/DDX6/Dhh1 has been linked to several different mRNA decay pathways. In yeast, Dhh1p is critical for decay of mRNAs with suboptimal codons (Radhakrishnan et al., 2016). In metazoa, ME31B/DDX6 is important for miRNA-mediated decay where ME31B is thought to be recruited through its interaction with CNOT1, a major component of the CCR4-NOT deadenylase component (Chu and Rana, 2006; Chen et al., 2014b; Mathys et al., 2014; Rouya et al., 2014). Once bound, ME31B, as well as its orthologs, then links the decapping and deadenylation machinery. In *Drosophila,* ME31B does so through a set of conserved interactions with two additional adaptor proteins, Enhancer of decapping 3 (EDC3) and HPat (also known as Patr-1 or Pat1), which in turn interact with the decapping complex (Kshirsagar and Parker, 2004; Haas et al., 2010; Jonas and Izaurralde, 2013). In addition to directly interacting with Cup, TRAL is also able to bind DCP1 (Wilhelm et al., 2005; Tritschler et al., 2008, 2009), and so, when Cup expression or binding is reduced, the binding of TRAL to ME31B may also trigger mRNA decay.

The early *Drosophila* embryo and *Xenopus* oocyte have provided powerful biochemical and genetic contexts to dissect the molecular mechanisms of translational repression for two reasons (Castagnetti et al., 2000; Minshall and Standart, 2004; Nelson et al., 2004; Jeske et al., 2011). First, they have robust translational control but lack mRNA decapping (Gillian-Daniel et al., 1998; Zhang et al., 1999; Minshall et al., 2001; Subtelny et al., 2014; Eichhorn et al., 2016). Second, both contexts have little or no transcription, and so post-transcriptional regulation of mRNA translation, stability, and sub-cellular localization plays a particularly important role in coordinating gene expression (Varnum and Wormington, 1990; Braat et al., 2004; Nakamura et al., 2004; Kim and Richter, 2006; Laver et al., 2015b2015b).

Many critical developmental events, such as the maternal-to-zygotic transition (MZT), occur during early *Drosophila* embryogenesis. The MZT marks the clearance of maternally deposited mRNAs and the initiation of zygotic transcription (Tadros and Lipshitz, 2009). In *Drosophila*, RNA binding proteins, such as Smaug (SMG) and Brain Tumor (BRAT), participate in clearance of maternal mRNAs (Gerber et al., 2006; Tadros et al., 2007; Chen et al., 2014a; Laver et al., 2015a). The tightly controlled expression of each of these proteins depends upon developmental events such as egg activation—which stimulates the Pan gu (PNG) kinase—and zygotic transcription (Tadros et al., 2007; Vardy and Orr-Weaver, 2007; Benoit et al., 2009; Luo et al., 2016).

ME31B, TRAL, and Cup were originally identified because of their essential developmental functions in *Drosophila* oogenesis and embryogenesis (Keyes and Spradling, 1997; Nakamura et al., 2001; Wilhelm et al., 2003; Nakamura et al., 2004; Nelson et al., 2004; Wilhelm et al., 2005). One of their key targets is *oskar* (*osk*) mRNA, which is transported from nurse cells to the posterior pole of the oocyte in a translationally repressed state (Nakamura et al., 2001; Wilhelm et al., 2003). However, the extent to which this complex regulates translation more broadly in the oocyte and early embryo remains unknown.

Here, we sought to understand translational repression in the early *Drosophila* embryo on a transcriptome-wide scale. We found that Cup, TRAL, and ME31B bind nearly all expressed transcripts in a complex that also contains eIF4E and PABP. Prior to zygotic genome activation, ME31B binding is associated with translational repression. During the MZT, the abundance of Cup, TRAL, and ME31B falls, and binding of the remaining ME31B to mRNAs instead triggers their destruction. We propose that ME31B is a general regulatory factor whose repressive function can manifest differently depending on its biological context.

## Results

### PABP interacts with ME31B, TRAL, and Cup in the early embryo

Because PABP and eIF4G are deeply connected with both mRNA translation and stability, we first analyzed the proteins present in PABP or eIF4G immunoprecipitates by tandem mass spectrometry. We compared the composition of these complexes in early embryos (0–1 hr after egg-laying) with those from *Drosophila* S2 cells, a highly differentiated, macrophage-like cultured cell line (Figure 1A,B; Figure 1—source data 1). As expected (Imataka et al., 1998), PABP and eIF4G were abundant and co-associated in S2 cells where they interacted with a broadly similar set of proteins, including eIF4E and other translation initiation factors.

**Figure 1.**
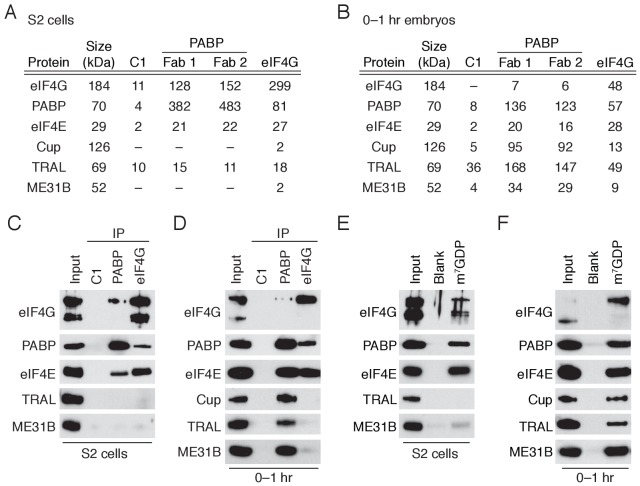
A complex containing eIF4E, Cup, TRAL, ME31B, and PABP is abundant in 0–1 hr embryos. (**A**) Selected results from mass spectrometry of PABP and eIF4G co-immunoprecipitations in S2 cells. Extracts from S2 cells were immunoprecipitated with Fab C1 (a negative control), anti-PABP or anti-eIF4G Fabs. Shown are the peptide counts and protein size for proteins of interest. (**B**) As in (**A**), but for extracts from 0 to 1 hr embryos. (**C**) Western blot analysis for proteins co-immunoprecipitated with PABP and eIF4G in S2 cells. Western blots of input and immunoprecipitates were probed for the indicated proteins. (**D**) As in (**C**), but for extracts from 0 to 1 hr embryos. (**E**) Proteins binding m^7^GDP beads in S2 cell extracts. Lysates were incubated with either blank agarose beads or beads conjugated with m^7^GDP. Western blots of the input and bound fractions are shown for the indicated proteins. (**F**) As in (**E**), except with 0–1 hr embryo extracts. 10.7554/eLife.27891.004Figure 1—source data 1.Mass spectrometry results for PABP and eIF4G immunoprecipitations in S2 cells. 10.7554/eLife.27891.005Figure 1—source data 2.Mass spectrometry results for PABP and eIF4G immunoprecipitations in 0–1 hr embryos.

**Figure 1—figure supplement 1.**
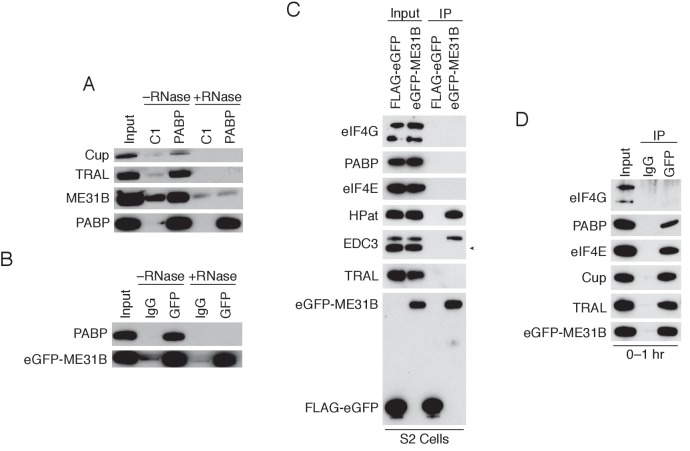
ME31B interacts with PABP and eIF4E in the early embryo. (**A**) RNA-dependence for the interactions between PABP and ME31B, Cup, and TRAL. 0–1 hr embryo extracts were co-immunoprecipitated with either the control or anti-PABP Fabs in the presence or absence of RNase A. Western blots of inputs and immunoprecipitates are shown for the indicated proteins. (**B**) As in (**A**), except for ME31B immunoprecipitation. 0–1 hr *eGFP-ME31B* embryo extracts were co-immunoprecipitated with either rabbit IgG or anti-GFP antibodies in the presence or absence of RNase A. (**C**) Western blot analysis for proteins interacting with ME31B in S2 cells. Cells were transfected with either FLAG-eGFP or eGFP-ME31B, and then co-immunoprecipitation was performed with anti-GFP antibodies. Western blots of input and immunoprecipitates are shown for the indicated proteins; in the lower panel, proteins were probed with anti-GFP. The arrowhead indicates a nonspecific band. (**D**) Western blot analysis for proteins interacting with ME31B in 0–1 hr embryos. Extracts from 0 to 1 hr *eGFP-ME31B* embryos were co-immunoprecipitated with anti-GFP or rabbit IgG. Western blots of input and immunoprecipitates are shown for the indicated proteins.

In contrast, distinct sets of proteins were associated with PABP and eIF4G in the 0–1 hr embryos (Figure 1B; Figure 1—source data 2). While eIF4G-containing complexes resembled those found in S2 cells, PABP co-immunoprecipitated ME31B, Cup, and TRAL, proteins that were not present in the PABP or eIF4G complexes from S2 cells. Interestingly, proteins proposed to stabilize ME31B and Cup on mRNAs were notably absent (*e.g.*, BRU1 [Nakamura et al., 2004]) or were present only at low levels (e.g., SMG [Jeske et al., 2011]) in our mass spectrometry results (Figure 1—source data 2). Less eIF4G co-immunoprecipitated with PABP in 0–1 hr embryos compared to S2 cells, although PABP was abundant in eIF4G complexes in both cell types. These data suggest that, in the early embryo, a substantial fraction of PABP complexes do not contain eIF4G but, instead, contain ME31B, TRAL, and Cup. In contrast, most eIF4G complexes contain PABP.

In order to further assess these differences between early embryos and S2 cells, we analyzed the immunoprecipitated complexes by immunoblotting. As expected, PABP and eIF4G co-immunoprecipitated with each other and eIF4E in S2 cells, but neither immunoprecipitate contained detectable ME31B and TRAL (Figure 1C; Cup is not abundant in S2 cells). In contrast, immunoblot analysis of 0–1 hr embryos detected stable association of PABP with eIF4E, Cup, TRAL, and ME31B. Because the interaction between ME31B and PABP in the early embryo was sensitive to RNase (Figure 1—figure supplement 1), it is likely to be indirect. Despite the fact that little eIF4G was detected in the PABP immunoprecipitates from early embryos (Figure 1B), as in S2 cells, embryonic eIF4G complexes contained eIF4E and PABP (Figure 1D).

Reciprocal co-immunoprecipitation/western blot experiments gave similar results. In S2 cells, as expected, ME31B failed to interact with PABP, eIF4E, and eIF4G, although the co-immunoprecipitates did contain known interacting proteins, such as EDC3 and HPat (Figure 1—figure supplement 1). To probe embryonic ME31B interactions in 0–1 hr embryos, we used a previously developed *eGFP-ME31B* trap line (Buszczak et al., 2007) and found that, consistent with the PABP co-immunoprecipitations, ME31B interacted with Cup, TRAL, PABP, and eIF4E, although not eIF4G (Figure 1—figure supplement 1).

eIF4E specifically recognizes the 7-methylguanosine cap of mRNAs. We took advantage of the specific binding of eIF4E to the cap analog 7-methyl-GDP (m^7^GDP) to test whether the eIF4E, Cup, TRAL, and ME31B can assemble through protein-protein interactions. To assess non-specific binding, we also analyzed the proteins bound to agarose beads. When the cap analog was incubated with S2 lysates, eIF4E, eIF4G, and PABP all bound selectively, but neither TRAL nor ME31B was enriched in the bound fraction (Figure 1E), presumably because of the relatively low expression of Cup in these cells. In contrast, when this experiment was carried out in 0–1 hr embryo lysates, Cup, TRAL, and ME31B bound m^7^GDP in addition to eIF4E, PABP, and eIF4G (Figure 1F), consistent with the hypothesis that protein-protein interactions are sufficient to drive assembly of the eIF4E–Cup–TRAL–ME31B complex in the early embryo.

Together, our data indicate that the *Drosophila* early embryo possesses two distinct complexes containing eIF4E and PABP: one that contains eIF4G, and another that contains ME31B, TRAL, and Cup but not eIF4G. These distinct complexes support the proposal that eIF4E cannot bind both eIF4G and Cup simultaneously (Kinkelin et al., 2012). Our data also demonstrate that Cup, TRAL, and ME31B suffice to form a stable complex with cap-bound eIF4E. In vivo, additional mRNA sequences and proteins such as BRU1 or SMG (Wilhelm et al., 2003; Nakamura et al., 2004; Nelson et al., 2004; Piccioni et al., 2009) may stabilize or enhance formation of this complex on particular mRNAs.

### PABP and ME31B bind similar transcripts in the early embryo

Do ME31B and PABP bind the same mRNAs? 

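RIP-seq compares the RNA recovered with a protein with the RNA of the lysate it was recovered from, the input. PABP, the cytoplasmic poly(A)-binding protein, was immunoprecipitated with Fabs (synthetic antibody fragments) from *w1118* embryos. ME31B, a DEAD-box RNA helicase, was immunoprecipitated with anti-GFP antibodies from embryos that carry an eGFP-ME31B fusion. Each of the 2 embryo series holds 10 libraries, an input and an immunoprecipitate at each of 5 ages. A further 4 libraries, an input and an immunoprecipitate for each protein, come from S2 cells, a macrophage-like cell line that was transfected with eGFP-ME31B for the ME31B immunoprecipitation. The authors performed 2 biological replicates and present 1, and 1 library per condition was analysed here, so no difference between conditions has a replicate check. Before precipitation of the RNA, 600 ng of *C. elegans* RNA was spiked into samples. In 4 libraries there was almost none of it: worm genes made up 0.00216% and 0.00446% of the FPKM in the S2 input and immunoprecipitate of the ME31B series, and 0.000214% and 0.000706% in the input and immunoprecipitate of *eGFP-me31B; png50* embryos. No value scaled to the worm RNA uses these 4. The authors depleted rRNA, sequenced strand-specific libraries with 50-nt single-end reads, mapped the reads with STAR 2.5.2a to the fly genome alone or to the fly and worm genomes together, and quantified genes with Cufflinks 2.2.1. The deposited values are FPKM per gene (fragments scaled to transcript length and to the number of mapped reads), with no read counts. Depth was therefore estimated from the FPKM that a single read gives in genes with 1 annotated transcript of at least 1500 nt, with an assumed fragment length of 200 nt. It came to between 10.8 and 16.8 M reads (M, mega) in the 20 embryo libraries (median 13.0 M) and between 10.2 and 13.0 M in the S2 libraries (median 11.7 M). Both S2 series were quantified in the same table as the *w1118* libraries, and the eGFP-ME31B embryos in another. Gene positions are given on BDGP6, the assembly that UCSC calls dm6, from Ensembl's BDGP6.54 annotation (release 115).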

To identify mRNAs bound to each protein, we immunoprecipitated ME31B or PABP from 0﻿1 hr embryo lysates and measured RNA abundance by RT-qPCR or high-throughput sequencing (‘RIP-seq’; see below). To minimize the possibility of dissociation and reassortment of protein–RNA interactions, our protocol contained shortened incubation times (compared to standard immunoprecipitation protocols). A benchmark transcript, *Act5C*, showed significant enrichment in both our PABP and ME31B immunoprecipitations compared to control pull-downs (Figure 2A; 1,189- and 42,000-fold, respectively), indicating that less than 0.1% of *Act5C* in either immunoprecipitation was attributable to background binding.

**Figure 2.**
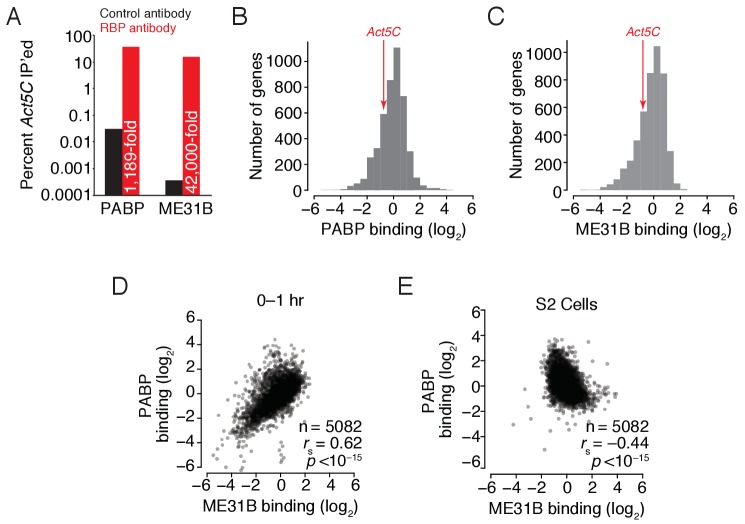
ME31B and PABP bind similar mRNAs in 0–1 hr embryos. (**A**) Enrichment of *Act5C* transcripts in PABP and ME31B immunoprecipitations. Extracts from 0 to 1 hr embryos were immunoprecipitated with the indicated antibodies (control pull-downs, black; PABP or ME31B pull-downs, red). In the case of PABP, complexes were immunoprecipitated with Fab1; ME31B was precipitated from *eGFP-ME31B* embryos with anti-GFP antibodies. The percent of *Act5C* mRNA pulled down was quantified by RT-qPCR, primed by oligo(dT) (in the case of PABP) or random-hexamers (in the case of ME31B). Numbers reflect the fold enrichment of *Act5C* in PABP or ME31B immunoprecipitations relative to the control immunoprecipitations. (**B**) Distribution of PABP enrichment values transcriptome-wide, as determined by RIP-seq. For mRNAs of each gene that satisfied the expression cut-offs, PABP binding was calculated. Highlighted is the binding for *Act5C.* (**C**) As in (**B**), except for ME31B binding values. (**D**) Comparison of PABP and ME31B binding in 0–1 hr embryos. (**E**) Comparison of PABP and ME31B binding in S2 cells.

**Figure 2—figure supplement 1.**
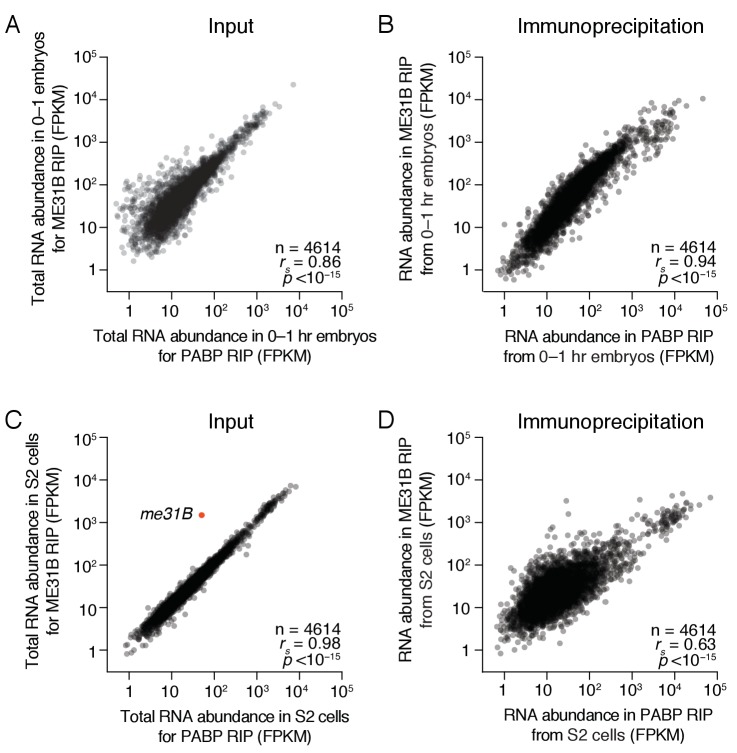
ME31B and PABP bind similar transcripts in the early embryo. (**A**) Comparison of total RNA abundance in 0–1 hr embryos. Shown is a scatter plot comparing the FPKM abundance for each gene expressed above cut-off in 0–1 hr wild-type and *eGFP-ME31B* embryos. (**B**) As in (**A**), except for ME31B and PABP immunoprecipitations. Shown is a scatter plot comparing the FPKM abundance for each gene expressed above cut-off in PABP and ME31B immunoprecipitations from 0 to 1 hr wild-type and *eGFP-ME31B* embryos, respectively. (**C**) As in (**A**), except for S2 cells transfected with eGFP-ME31B. The red dot highlights *me31B*. (**D**) As in (**B**), except for S2 transfected with eGFP-ME31B.

**Figure 2—figure supplement 2.**
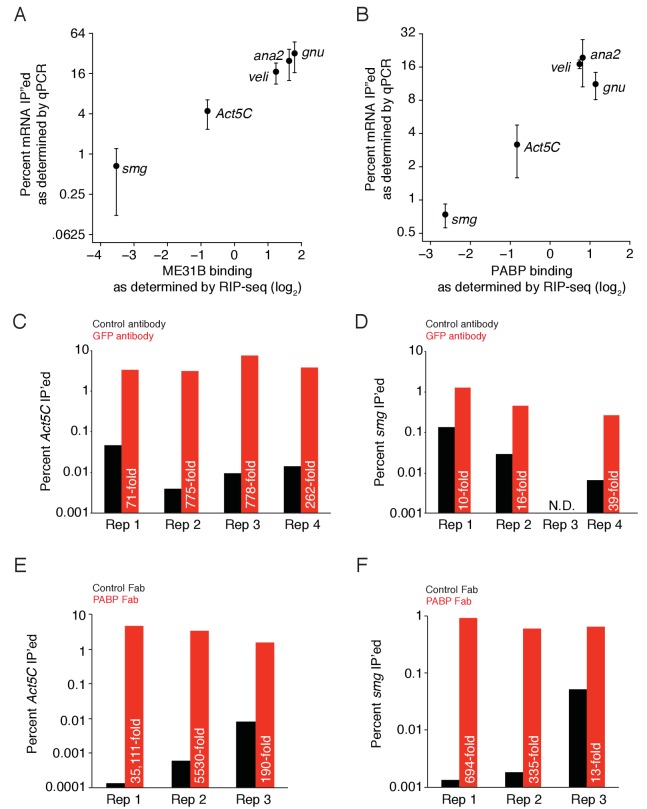
ME31B and PABP binding as measured by RT-qPCR and RNA-sequencing. (**A**) A comparison of ME31B binding as determined by RT-qPCR and RNA-sequencing in 0–1 hr embryos. Plotted is the ME31B binding for the five indicated genes, as measured by RIP-seq, and the percent of total RNA immunoprecipitated, as measured by RT-qPCR. RT-qPCR measurements were an average of 3–4 independent, biological replicates with the error bars denoting standard deviation. (**B**) As in (**A**), except for PABP binding. (**C**) Enrichment of *Act5C* transcripts in ME31B immunoprecipitations in different biological replicates, summarized in (**A**). Extracts from 0–﻿1 hr *eGFP-ME31B* embryos were immunoprecipitated with IgG or anti-GFP antibodies. The percent of *Act5C* mRNA pulled down was quantified by random-hexamer-primed RT-qPCR. Numbers reflect the fold enrichment of *Act5C* in ME31B immunoprecipitations relative to the control immunoprecipitations. (**D**) As in (**C**), except for *smg*. (**E**) As in (**C**), except for PABP immunoprecipitation of *Act5C.* (**F**) As in (**C**), except for PABP immunoprecipitation of *smg.*

We analyzed RNA abundance in the total and immunoprecipitated samples transcriptome-wide with RNA sequencing (Figure 2—figure supplement 1). 

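Total RNA was compared between the inputs of the 2 series over the 5752 genes above 0.5 FPKM in all 20 embryo RIP-seq libraries and all 4 S2 libraries. At 0–1 hr, input FPKM in *w1118* and eGFP-ME31B embryos correlated across genes with *r_s_* = 0.865 (95% bootstrap interval 0.855 to 0.874, 1000 draws of genes). Untransfected and transfected S2 cells gave *r_s_* = 0.984 (0.983 to 0.985). The intervals express only which genes are included, since genes are not independent replicates. These are 2 of the 4 correlations of this family, which compares the 2 series within inputs or within immunoprecipitates. Further correlations between input libraries are given among the additional observations. The embryo value moved most when genes only had to be above 0 in the inputs compared, to 0.915. The embryo inputs come from separately quantified tables, so their ranks can be compared, but their levels less directly.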

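Binding was computed as the paper's methods describe, as the FPKM of the immunoprecipitate divided by the FPKM of its own input without scaling to the worm RNA. Genes were kept when they were above 0.5 FPKM in every input and immunoprecipitate of a series, which left 6699 genes for ME31B in embryos, 6086 for PABP in embryos and 7309 for the S2 libraries. The ratios were put on a log2 scale and centred on the median gene, so a value of 0 is the binding of the median gene. A gene's percentile is the share of the other genes with lower binding.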

Because the amount of each transcript in the bound samples is influenced both by its interaction with ME31B or PABP and by its abundance, we normalized the FPKM values in the immunoprecipitated sample with that from the input sample to control for expression differences between different genes. This normalization procedure provides relative, not absolute, binding, but we will refer to these as ‘binding’ values for simplicity. 

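RIP-seq binding at 0–1 hr was read for 4 protein-coding genes: *Act5C* (the X chromosome from 5900861 to 5905399), *veli* (chromosome arm 3R from 25064418 to 25065591), *ana2* (chromosome arm 2R from 8898729 to 8900211) and *gnu* (chromosome arm 3L from 14802380 to 14803360). Log2 PABP binding was 1.14 for *gnu*, 0.82 for *ana2*, 0.74 for *veli* and −0.83 for *Act5C*. Log2 ME31B binding was 1.80 for *gnu*, 1.63 for *ana2*, 1.24 for *veli* and −0.81 for *Act5C*, so that both proteins ranked the genes in the same order. Of the alternatives tried for ME31B, dividing by the *w1118* input in place of the eGFP-ME31B input moved *ana2* furthest, to 0.48, and placed *veli* (1.98) above *gnu* (1.29). For PABP, dividing by the eGFP-ME31B input gave 2.00 for *ana2*, 1.69 for *gnu* and 0.0351 for *veli*. Exchanging both inputs moves the 2 proteins in opposite directions by construction, so it cannot test the shared order. With either single input for both proteins, however, the order of these 3 genes also differed between the proteins.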

We compared the RIP-seq binding measurements with the fraction of the total mRNA immunoprecipitated (as measured by RT-qPCR) and found agreement between these two measurements across a range of PABP and ME31B binding values for several transcripts (*Act5C*, *veli*, *ana2* and *gnu*; see Figure 2—figure supplement 2).

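In the 0–1 hr PABP immunoprecipitation, *Act5C* lay at the 21.5th percentile of the 6086 genes. Binding was higher than that of *Act5C* for 4775 genes, or 78.5% of them. A total of 5696 genes (93.6%) lay above a value 1 log2 unit below *Act5C*.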

Based on the enrichment of the benchmark *Act5C* transcript (as determined by RT-qPCR) and its binding (as determined by sequencing), the vast majority of expressed genes were enriched in the PABP pull-downs (Figure 2B). Similarly, despite the fact that only a few targets of ME31B have been described in oogenesis and embryogenesis (e.g., *grk*, *osk*, *nos*) (Nakamura et al., 2001; Wilhelm et al., 2005; Jeske et al., 2011), transcripts from nearly all expressed genes were enriched in the ME31B pull-down (Figure 2C). For instance, at 0–1 hr, the log_2_ binding of *nos* transcripts was –0.323 while the median log_2_ binding of all transcripts was 0, indicating that mRNAs from more than half of the expressed genes were bound more highly by ME31B than this well-characterized target.

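For ME31B, 5141 of the 6699 genes (76.7%) had higher binding at 0–1 hr than *Act5C*. Binding of *grk* (chromosome arm 2L from 8431086 to 8433598) was 0.21 on the log2 scale, at the 60.2th percentile. *osk* (chromosome arm 3R from 8935126 to 8938395), which overlaps 1 other annotated gene on the same strand, had log2 binding of −0.95, at the 20.1th percentile and below *Act5C*. With the *w1118* input as divisor both genes changed sign, *grk* to −0.10 and *osk* to 0.09.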

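The gene *nos* (chromosome arm 3R from 19157238 to 19160202) had 953 FPKM in the eGFP-ME31B input and 840.0 FPKM in the immunoprecipitate at 0–1 hr, a log2 binding of −0.32 at the 37.2th percentile. Binding was higher for 4209 genes. Set against *Act5C* in place of the median gene, *nos* lay at 0.48. That step moves the zero point of all genes alike and leaves the rank of *nos* as it was.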

In order to address whether transcripts with very low binding values were bound by ME31B and PABP, we used RT-qPCR to determine the enrichment of *smg* mRNA in both immunoprecipitations relative to IgG. 

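The gene *smg* (chromosome arm 3L from 8990317 to 8997989) had 146 FPKM in the eGFP-ME31B input and 13.9 FPKM in the ME31B immunoprecipitate at 0–1 hr, a log2 binding of −3.53 at the 0.582th percentile of 6699 genes. In the PABP series it had 24.1 FPKM in the *w1118* input and 9.82 FPKM in the immunoprecipitate, a log2 binding of −2.63 at the 2.38th percentile of 6086 genes. With the other strain's input as divisor the values were −2.64 for ME31B and −3.49 for PABP.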

In our RIP-seq data, ME31B and PABP binding to *smg* was in the bottom 1% to 2% of all expressed transcripts (with a log_2_ value of –3.5 and –2.6, respectively). Nonetheless, in immunoprecipitations of both proteins, *smg* mRNA was enriched by at least 10-fold in three biological replicates, as measured by RT-qPCR (Figure 2—figure supplement 2), indicating that even the most poorly bound mRNAs are still enriched in ME31B and PABP immunoprecipitations. Thus, although PABP and ME31B are capable of binding transcripts from most expressed genes, they do so to vastly differing extents.

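Between the 5th and the 95th percentile of genes, binding at 0–1 hr spanned a 10.0-fold range for ME31B and a 10.2-fold range for PABP. Among genes with at least 10 FPKM in the input, the lowest value for both proteins was that of *RNaseP:RNA* (chromosome arm 3R from 31217364 to 31217662), a non-coding RNA that overlaps 1 annotated gene on the same strand, at −7.35 for ME31B and −10.15 for PABP. Next was *RNaseMRP:RNA* (chromosome arm 3R from 23730048 to 23730429), also non-coding, at −5.86 and −8.38. The highest ME31B binding among these genes was that of the protein-coding genes *p24-1* (the X chromosome from 11850909 to 11852530), at 2.35, and *CG31126* (chromosome arm 3R from 24659621 to 24660265), at 2.31. The highest PABP binding was that of *CG6770* (chromosome arm 2L from 12045343 to 12046118), at 3.46, and *ctp* (the X chromosome from 4687800 to 4702034), at 3.33. These 4 values depended on the input: with the other strain's input as divisor *p24-1* fell to −0.0796, *CG31126* to 0.79, *CG6770* to 1.19 and *ctp* to −0.035. Choosing the highest ratios with their own input itself favours such falls, so they are no separate test.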

We next compared the relationship between ME31B and PABP binding. 

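FPKM in the PABP and ME31B immunoprecipitates, before division by the input, was compared over the 5752 genes used for the inputs. It correlated across genes with *r_s_* = 0.930 (95% interval 0.924 to 0.935) at 0–1 hr and *r_s_* = 0.664 (0.647 to 0.680) in S2 cells.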

The uncorrected RNA abundances in the ME31B and PABP immunoprecipitations were significantly correlated in both 0–1 hr embryos and S2 cells, although to a lesser extent for the latter (Figure 2—figure supplement 1; *r_s_* = 0.94 and *r_s_* = 0.63, respectively). 

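After division by the inputs, PABP and ME31B binding at 0–1 hr correlated across 5752 genes with *r_s_* = 0.600 (95% interval 0.580 to 0.620). It is 1 of 6 correlations between the binding of the 2 proteins. The alternative that moved it most was to divide each immunoprecipitate by the other strain's input of the same age, which gave 0.332 (0.307 to 0.357). This exchange lowers the correlation by construction, since the difference in RNA level between the strains then enters the binding of the 2 proteins with opposite signs.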

Consistent with a detectable interaction between PABP and ME31B in 0–1 hr embryos (Figure 1), even after we corrected for total RNA abundance, their binding was still strongly correlated (Figure 2D; *r_s_* = 0.62, p<10^–15^). In contrast, once we corrected for RNA expression in S2 cells, their binding was now negatively correlated (Figure 2E; *r_s_* = –0.44, p<10^–15^). This observation is in line with a lack of detectable protein-level interactions between ME31B and PABP in this cellular context and their distinct roles in post-transcriptional regulation (Rissland, 20162016). 

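In S2 cells, PABP and ME31B binding correlated with *r_s_* = −0.415 (95% interval −0.437 to −0.391) over the same 5752 genes. The ME31B values were highest for the protein-coding genes *lva* (the X chromosome from 3955543 to 3965327), at 3.88, and *zip* (chromosome arm 2R from 24990570 to 25011965), at 3.79, and their PABP values were −0.65 and −0.90. The lowest were those of *snRNA:7SK* (chromosome arm 3R from 7474553 to 7474996), at −4.21, and of the non-coding RNA *CR44097* (chromosome arm 3R from 24054391 to 24055092), at −3.31. The highest PABP values were those of *Uhg7* (chromosome arm 3L from 1666288 to 1667307), a non-coding RNA that overlaps 5 annotated genes on the same strand, at 5.07, and of *snRNA:U5:23D* (chromosome arm 2L from 3048701 to 3048831), at 4.53. The lowest were those of the protein-coding gene *SLIRP1* (the X chromosome from 21317936 to 21319296), at −6.67, and of *snoRNA:Psi28S-2566* (chromosome arm 3L from 18896189 to 18896456), at −5.05. Of these, *CR44097*, *snRNA:U5:23D*, *SLIRP1* and *snoRNA:Psi28S-2566* overlap at least 1 annotated gene on the same strand. The genes were chosen among those with at least 10 FPKM in the S2 input. *SLIRP1* had 0.517 FPKM in the PABP immunoprecipitate, close to the filter of 0.5 FPKM. *Uhg7* and *snRNA:U5:23D* had only 13.1 and 14.2 FPKM in the input of the PABP series. The transcript of *snRNA:U5:23D*, at 131 nt, is shorter than the assumed fragment of 200 nt, so its FPKM may be unstable. With the other S2 input as divisor, *snoRNA:Psi28S-2566* moved most, to −2.93, *Uhg7* was at 6.12 and *CR44097* at −2.45. None of the values available changed sign, and there was none for *SLIRP1*. Over the genes with an annotated transcript length, binding correlated with that length with *r_s_* = 0.703 for ME31B and −0.571 for PABP in S2 cells, and with transcript length held constant the correlation between the proteins was −0.0240 (−0.0573 to 0.0104). At 0–1 hr the same step left *r_s_* = 0.483 (0.458 to 0.507).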

We conclude that the observed interaction between ME31B and PABP in 0–1 hr embryos is explained by co-binding the same transcripts from many different genes rather than being due to both proteins co-binding a small number of specific transcripts, such as *nos* or *osk*.

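At 0–1 hr, log2 PABP binding of *nos* was −2.65, at the 2.30th percentile, and that of *osk* −0.63, at the 27.2th percentile. Neither gene was among those most bound by PABP or ME31B. From the enrichment of most expressed genes in both immunoprecipitations, and from the positive correlation of binding in embryos against the negative correlation in S2 cells (Figure 2D,E), where no interaction of the proteins was detected, the paper concludes that PABP and ME31B interact in early embryos because they bind the same transcripts from many genes. The paper also found this interaction sensitive to RNase and reads it as likely indirect.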

### ME31B binding is associated with translational repression in the early embryo

Having established that ME31B binds to many transcripts in the early embryo, we next investigated its impact on gene expression, focusing on its relationships with poly(A)-tail length and translational repression. Consistent with a previous study (Eichhorn et al., 2016), we found that in 0–1 hr embryos, mRNAs with long poly(A) tails were more highly translated than those with short tails (Figure 3A; *r_s_* = 0.38, p<10^–15^). High ME31B binding, however, was associated with short poly(A) tails and low translational efficiency (Figure 3B,C; *r_s_* = –0.38, p<10^–15^; *r_s_* = –0.29, p<10^–15^, respectively).

**Figure 3.**
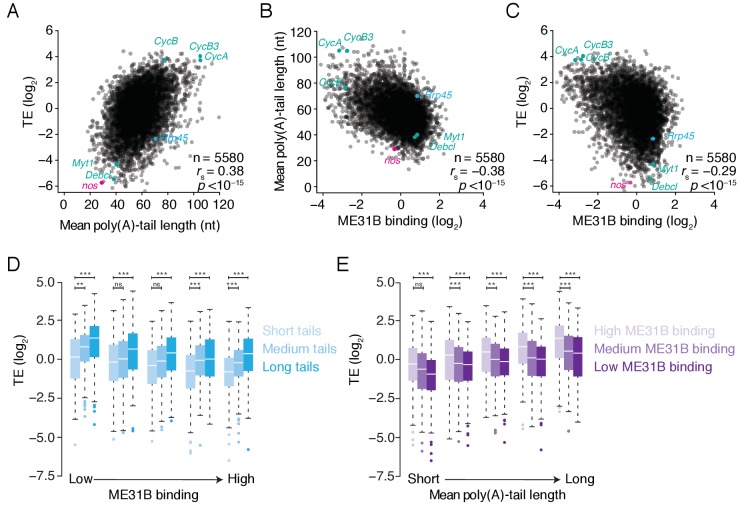
ME31B binding is associated with repressed translation in 0–1 hr embryos. (**A**) The relationship of poly(A)-tail length and translational efficiency (TE) in 0–1 hr embryos. Plotted are the mean poly(A)-tail lengths and TE values for each gene expressed above cut-off values in 0–1 hr embryos. Select genes concordantly regulated by poly(A)-tail length and ME31B are shown in teal; *nos*, in pink; *Rrp45*, in blue. (**B**) The relationship of poly(A)-tail length and ME31B binding, otherwise as in (**A**). (**C**) The relationship of ME31B binding and translational efficiency (TE), otherwise as in (**A**). (**D**) The effects of ME31B and poly(A)-tail length on translation. Transcripts were binned into quintiles by their ME31B binding and then into thirds by their mean poly(A)-tail length. Box and whisker plots of translational efficiencies are plotted (line, median; box, quartiles; whiskers, range, excluding outliers). Significance was calculated by the two-tailed Kolmogorov-Smirnov test. **p<0.01; ***p<0.001; ns, not significant. (**E**) The effects of ME31B and poly(A)-tail length on translation. Transcripts were binned into quintiles by their mean poly(A)-tail length and then into thirds by their ME31B binding, otherwise as in E.

**Figure 3—figure supplement 1.**
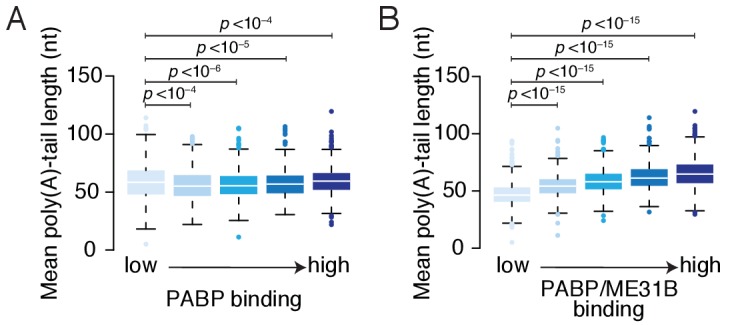
Relationship of PABP binding and poly(A) tail length. (**A**) Comparison of PABP occupancies and poly(A) tail length. Genes were binned into quintiles according to their PABP occupancies. Shown are box-and-whisker plots for the median poly(A) tail lengths for each quintile (line, median; box, quartiles; whisker, interquartile range). Significance was determined using the two-tailed Kolmogorov-Smirnov test. (**B**) As in (**A**), except for PABP enrichment over ME31B. PABP enrichment was calculated by normalizing, for each gene, its PABP occupancy by its ME31B occupancy.

These correlations might reflect preferential binding of ME31B to mRNAs with short poly(A) tails, whose translational efficiency is inherently low in the early embryo (Figure 3A,B). Alternatively, ME31B binding might reduce translational efficiency independent of poly(A)-tail length. To distinguish between these possibilities, we examined the relationship between translational efficiency and ME31B binding after correcting for the length of the poly(A) tail. Although weaker than the uncorrected case, we still observed a significant negative correlation between ME31B and translational efficiency (Figure 3D; corrected *r_s_* = –0.19, p<10^–15^). Similarly, the negative correlation between poly(A)-tail length and translational efficiency remained significant even after correcting for ME31B binding (Figure 3E; corrected *r_s_* = –0.26, p<10^–15^).

Many genes displayed a reciprocal relationship between ME31B binding and poly(A)-tail length (Figure 3A–C, teal dots). For instance, *CycA*, *CycB*, and *CycB3* had long poly(A) tails, were poorly bound by ME31B, and were highly translated. In contrast, *Debcl* and *Myt1* had short poly(A) tails, were highly bound by ME31B, and were poorly translated. Nonetheless, there were examples of genes where the relationship between tail length and ME31B binding was less straightforward, such that their translation appeared to be predominantly regulated by one or the other. 

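Log2 ME31B binding at 0–1 hr was −3.17 for *CycA* (chromosome arm 3L from 11826719 to 11833578), at the 1.07th percentile of 6699 genes. It was −2.86 for *CycB* (chromosome arm 2R from 22803521 to 22806948), at the 1.76th percentile, and −2.76 for *CycB3* (chromosome arm 3R from 24867934 to 24870816), at the 2.13th percentile. Poly(A)-tail lengths and translational efficiencies were not analysed here.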

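Log2 ME31B binding at 0–1 hr was 0.71 for *Debcl* (chromosome arm 2R from 6648654 to 6652842), at the 82.3th percentile, and 0.84 for *Myt1* (chromosome arm 3L from 5777476 to 5779591), at the 86.9th percentile.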

One such example was *nos* (Figure 3A–C, pink dot). Despite being a known ME31B target in the early embryo (Jeske et al., 2011), its binding at 0–1 hr, as noted above, was near the median of all genes. On the other hand, *nos* was one of the most poorly translated transcripts with over 30-fold lower translation relative to other genes with comparable ME31B binding. 

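The quartiles of log2 ME31B binding over the 6699 genes at 0–1 hr were −0.73 and 0.54. The value of *nos* lay between them, with 2489 genes below it.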

Its low translation efficiency was instead explained by a very short poly(A) tail, with a length of 26 nt on average. There were also examples of genes, such as *Rrp45*, whose translation was most explained by ME31B binding rather than tail length (Figure 3A–C, blue dot). Together these data suggest that ME31B binding and poly(A)-tail length, although often reciprocally interdependent, can also regulate translation independently in the early *Drosophila* embryo.

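Log2 ME31B binding of *Rrp45* (the X chromosome from 16789405 to 16791266) at 0–1 hr was 0.83, at the 86.6th percentile. With the *w1118* input as divisor it was 0.25.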

Given the strong positive relationship between ME31B binding and PABP binding and the negative relationship between ME31B binding and poly(A)-tail length, we were surprised to find no significant relationship between PABP binding and poly(A)-tail length (*r_s_* = –0.01, p=0.42; Figure 3—figure supplement 1). We hypothesized that this result might be explained by the existence of PABP in two distinct complexes: one with ME31B and the other without, each with distinct poly(A)-tail length profiles. In order to infer the relationship of PABP binding and poly(A)-tail length for the complexes lacking ME31B, we examined the enrichment of PABP binding relative to ME31B binding (Figure 3—figure supplement 1). In 0–1 hr embryos, this enrichment was strongly correlated with poly(A)-tail length, even when we corrected for the underlying negative relationship between ME31B binding and tail length (*r_s_* = 0.47, p<10^–15^; corrected *r_s_* = 0.37, p<10^–15^). These data suggest that longer poly(A) tails recruit more PABP, but only when these transcripts are not bound by ME31B.

Taken together, our transcriptome-wide analyses indicate that poly(A)-tail length and ME31B binding shape translation in the early embryo, likely by different mechanisms. Many genes (e.g., *CycB* and *Myt1*) appear use both, and so the observed correlations reflect lower, rather than upper, bounds for the contributions of each pathway.

### ME31B, TRAL, and Cup are regulated by multiple concordant mechanisms during the maternal-to-zygotic transition

We next measured the abundance of eIF4E, eIF4G, PABP, Cup, ME31B, TRAL, EDC3, and HPat across the first five hours of development (Figure 4A). The levels of eIF4E, eIF4G, PABP, and HPat did not change and were similar to those seen in S2 cells, while eIF4E decreased only slightly over the time-course. In contrast, ME31B, TRAL, Cup, and EDC3 protein abundance decreased sharply; the largest decrease occurred between the 1–2 hr and 2–3 hr time points, coinciding with the initiation of high zygotic transcription. Transgenic *eGFP-ME31B* embryos showed similar kinetics (Figure 4—figure supplement 1). We also noted that Cup, ME31B, TRAL, and EDC3 were significantly more abundant in the 0–1 hr embryos than in S2 cells, and quantitative western blotting showed that ME31B proteins levels were 15–20 fold higher in these embryos than in S2 cells (Figure 4B).

**Figure 4.**
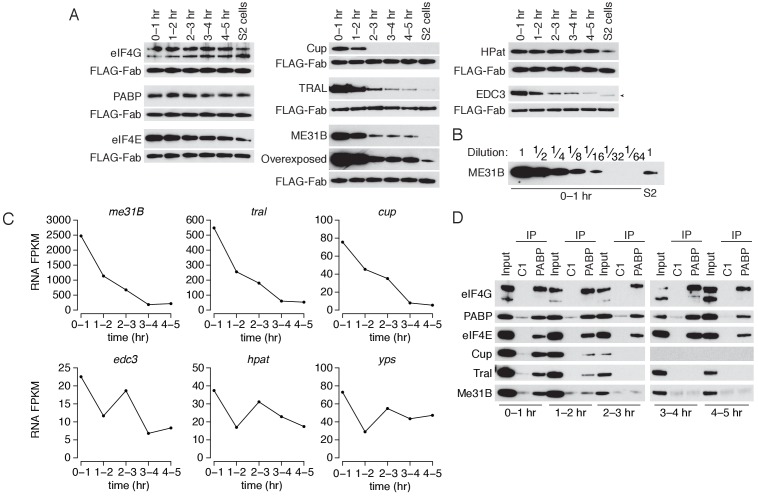
The levels of ME31B, TRAL, and Cup are developmentally regulated through multiple mechanisms. (**A**) Western blot analysis of protein abundance over the first five hours of development. Extracts from embryos harvested at one-hour intervals and from S2 cells were collected, and constant amounts of exogenous FLAG-tagged Fabs were added to each lysate. Western blot analysis of the indicated proteins is shown. The arrowhead indicates a nonspecific band. (**B**) Levels of ME31B in 0–1 hr embryos relative to S2 cells. Western blot of serial dilutions of 0–1 hr embryo extracts and undiluted S2 cell lysate was probed for ME31B. (**C**) Analysis of mRNA levels over the first five hours of development. RNA-seq was used to analyze RNA abundance in embryos harvested at one-hour intervals. Libraries were prepared with rRNA-depletion. Shown are the FPKM values for the indicated genes. (**D**) Analysis of the interaction between PABP and Cup, TRAL, and ME31B in early development. Extracts from embryos at the indicated time points were immunoprecipitated with control C1 or anti-PABP Fabs. Western blots of inputs and immunoprecipitates were probed using the indicated antibodies.

**Figure 4—figure supplement 1.**
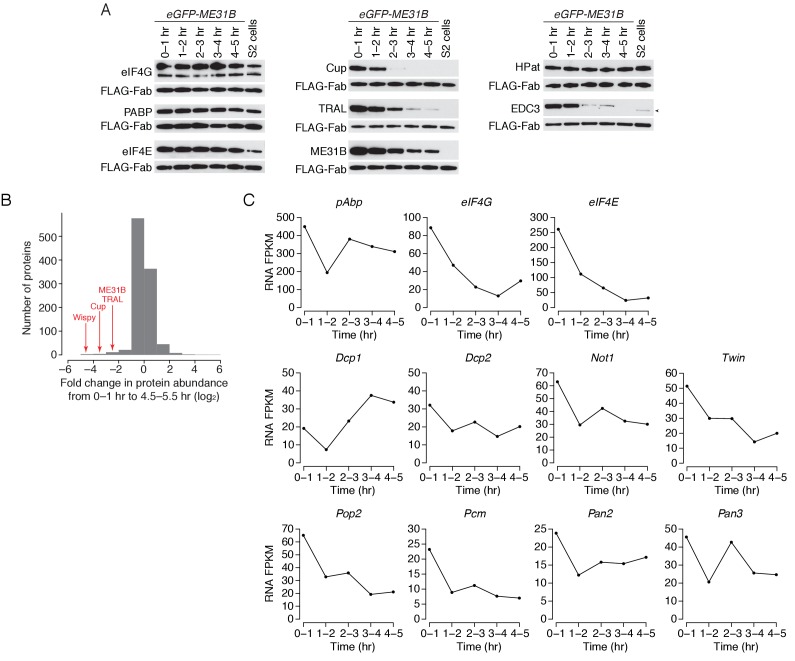
Regulation of mRNA and protein abundances during early development. (**A**) As in Figure 4A, except for *eGFP-ME31B* embryos. Briefly, extracts from embryos harvested at one-hour intervals and S2 cells were collected, and constant amounts of exogenous FLAG-tagged Fabs were added to each. Western blot analysis of the indicated proteins is shown. (**B**) Regulation of ME31B, TRAL, and Cup protein levels in comparison to other RNA binding proteins. Shown is a histogram of the change in protein abundance for proteins that interact with mRNA, as determined in Sysoev et al. (2016). (**C**) Shown are the FPKM values for the indicated genes, as in Figure 4C.

Previous proteomic studies have also found that Cup, TRAL, and ME31B decrease at the MZT (Sysoev et al., 2016). Our re-analysis of those data showed that the decreases in Cup, ME31B, and TRAL levels rank among the largest reductions in abundance (Figure 4—figure supplement 1). In fact, of the more than 1000 proteins that they measured, the only annotated RNA-binding protein that showed a greater reduction is the cytoplasmic poly(A) polymerase Wispy (Figure 4—figure supplement 1), which is known to be dynamically controlled during embryogenesis (Cui et al., 2008).

We next examined the abundance of the corresponding mRNAs. 

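RNA levels over development were read from the *w1118* inputs, with 1 library at each of 5 ages, and compared with the eGFP-ME31B inputs of the same ages. Levels are FPKM as deposited, expressed as a percent of the level at 0–1 hr in the same series. The sum of FPKM over fly genes differed between the *w1118* inputs, at 302478 at 0–1 hr, 125101 at 1–2 hr and between 1021829 and 1160521 from 2–3 hr on, while it lay between 899038 and 1089178 in the eGFP-ME31B inputs. Estimated depth was 10.8 M reads at 0–1 hr, 12.8 M at 1–2 hr and 11.3 to 12.9 M later in the *w1118* inputs, and 12.3 to 13.6 M in the eGFP-ME31B inputs. The paper's methods state that inputs were normalized to the number of reads that map to the *C. elegans* genome. The deposited values do not include that step and hold no read numbers, so a stand-in was used, in which each library was divided by its summed worm FPKM without worm rRNA. This scaling to the worm RNA, and its values, were chosen after the data were seen.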

Like their protein abundances, *me31b*, *tral*, and *cup* transcript abundances also decreased during the first five hours of *Drosophila* development such that, by 3–4 hr, less than 10% of the maternally deposited mRNAs remained (Figure 4C). 

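As deposited, *me31B* (chromosome arm 2L from 10239341 to 10242172) had 328 FPKM in *w1118* embryos at 0–1 hr and 734 FPKM at 3–4 hr, which is 224% of the level at 0–1 hr. The level of *tral* (chromosome arm 3L from 12515059 to 12520954) at 3–4 hr was 50.3% and that of *cup* (chromosome arm 2L from 6663664 to 6674780), which overlaps 1 annotated gene on the same strand, 21.2% of that at 0–1 hr. Scaled to the worm RNA, the values were 45.8% for *me31B*, 10.3% for *tral* and 4.35% for *cup*. In the eGFP-ME31B inputs they were 45.2%, 41.8% and 56.5% as deposited and 29.1%, 27.0% and 36.4% scaled to the worm RNA. Relative to *Act5C*, *me31B* also lay below its level at 0–1 hr, at 68.1%. By 4–5 hr, the values scaled to the worm RNA in *w1118* embryos were 9.03% for *me31B*, 3.67% for *tral* and 1.65% for *cup*. In the eGFP-ME31B inputs of that age they were 16.4%, 15.6% and 19.1%.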

Although *eIF4E* and *eIF4G* mRNA abundance also decreased as embryos transitioned from maternal to zygotic mRNA supplies (Figure 4—figure supplement 1), eIF4E and eIF4G protein levels remained essentially constant (Figure 4A). Moreover, the mRNAs encoding several other RBPs—including *pAbp*, *Edc3*, *HPat*, *yps*, and *twin*—underwent little or no change during the MZT (Figure 4 and Figure 4—figure supplement 1). 

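In the *w1118* inputs as deposited, *eIF4E* (chromosome arm 3L from 9399618 to 9402460; annotated as *eIF4E1*) had 93.1 FPKM at 0–1 hr and 67.0 FPKM at 3–4 hr, or 72.0% of the starting level. In the eGFP-ME31B inputs it fell to 25.8%. The level of *eIF4G* (chromosome 4 from 915297 to 930715; annotated as *eIF4G1*) differed between the series. In *w1118* embryos it rose from 0.977 FPKM at 0–1 hr to 29.7 FPKM at 3–4 hr, or 3040.2%, and in eGFP-ME31B embryos it fell from 92.0 to 35.7 FPKM, or 38.9%. Scaled to the worm RNA, the *w1118* values at 3–4 hr were 14.7% for *eIF4E* and 622% for *eIF4G*, and the eGFP-ME31B values 16.6% and 25.0%. The starting value of *eIF4G* in *w1118* embryos was thus close to the filter of 0.5 FPKM, and its percent rests on that library.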

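At 3–4 hr in *w1118* embryos, levels as deposited were 811% of those at 0–1 hr for *pAbp* (chromosome arm 2R from 18140078 to 18147191), 327% for *Edc3* (chromosome arm 3L from 17525333 to 17529861), 289.6% for *HPat* (chromosome arm 3R from 17043564 to 17048421; annotated as *Patr-1*), 341% for *yps* (chromosome arm 3L from 12121274 to 12125150) and 136% for *twin* (chromosome arm 3R from 24196893 to 24221965). The genes *pAbp*, *Edc3* and *twin* overlap at least 1 annotated gene on the same strand. In the eGFP-ME31B inputs the levels were 142% for *pAbp*, 87.1% for *Edc3*, 202% for *HPat*, 92.7% for *yps* and 85.3% for *twin*. Scaled to the worm RNA, the *w1118* levels were 166%, 66.9%, 59.3%, 69.7% and 27.8%, in the same order, and the eGFP-ME31B levels 91.4%, 56.1%, 130.4%, 59.7% and 54.9%.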

We conclude that mRNA-binding proteins are not globally cleared during the MZT, but, rather, that both the mRNAs and protein products of *me31b*, *cup*, and *tral* are specifically targeted for destruction during the MZT.

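The 10 mRNAs were also compared with the median gene, that is, the median over genes above the filter of the ratio of the 3–4 hr level to that at 0–1 hr. Relative to it, the *w1118* levels at 3–4 hr were 106% for *me31B*, 23.9% for *tral* and 10.1% for *cup*. They were 34.2% for *eIF4E*, 1445.5% for *eIF4G*, 386% for *pAbp*, 155% for *Edc3*, 138% for *HPat*, 162% for *yps* and 64.7% for *twin*. By this measure *cup* and *tral* were the lowest of the 10 and *me31B* lay above *eIF4E* and *twin*. In the eGFP-ME31B inputs the order differed: *eIF4E* and *eIF4G* were the lowest of the 10, followed by *tral*, *me31B* and *cup*. From the decrease of the mRNAs and proteins of *me31b*, *cup* and *tral* against the unchanged levels of several other RNA-binding proteins (Figure 4A,C), the paper concludes that these 3 are specifically targeted for destruction.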

We next investigated the developmental timing of the dissociation of the complexes that contain PABP, ME31B, Cup and TRAL. As before, we detected a robust interaction between PABP and ME31B in 0–1 hr lysates (Figure 4D). However, by 1–2 hr, PABP immunoprecipitated less Cup, TRAL, and ME31B, even though there was little change in their protein levels between 0–1 and 1–2 hr. From 2–3 hr onwards, PABP failed to detectably co-immunoprecipitate these three proteins, despite the continuing presence of ME31B and TRAL (albeit at substantially lower levels). In contrast, PABP co-immunoprecipitated eIF4E and eIF4G throughout the entire time-course.

We conclude that the interactions between PABP and the Cup–TRAL–ME31B complex are regulated concordantly during the MZT. Protein and mRNA degradation likely act as major drivers regulating this complex late in the MZT, but its disassembly appears to be a regulatory event that occurs earlier than, and possibly independent of, the substantial reductions at the later time-points.

### Clearance of ME31B, TRAL and Cup depends on the PNG kinase

Because *me31B*, *cup* and *tral* mRNAs all decrease during the MZT, we asked whether their destruction required SMG, an RNA-binding protein that clears hundreds of maternally deposited transcripts from the embryo and that has been reported to bind *me31B* and *tral* transcripts (Tadros et al., 2007; Chen et al., 2014a). To test this idea, we measured the effect of loss of SMG on mRNA abundance in embryos. Because *smg* mutants show developmental defects after nuclear cycle 11 and fail to cellularize (Benoit et al., 2009; Dahanukar et al., 1999), we limited our analysis to the first three hours of embryogenesis. The *me31B*, *cup* and *tral* mRNAs were more abundant in *smg* mutants than in wild-type embryos (Figure 5—figure supplement 1). However, loss of SMG did not impair destruction of ME31B protein during the MZT (Figure 5—figure supplement 1), consistent with the view that distinct mechanisms underlie the destruction of *me31B* mRNA and clearance of ME31B protein.

The PNG kinase has a central role in the oocyte-to-embryo transition, shaping the transcriptome and proteome after egg activation (Tadros et al., 2003; 2007; Vardy and Orr-Weaver, 2007; Kronja et al., 2014a; 2014b). We hypothesized that PNG might also be important for the clearance of ME31B, TRAL, and Cup, and so we measured the abundance of ME31B, TRAL, and Cup proteins in *png^50^* mutant embryos across early development. (*png^50^* is a weak hypomorphic allele with only mild developmental defects during the first five hours of development). In the absence of PNG, levels of ME31B, TRAL, and Cup failed to decline during the MZT, and clearance of EDC3 was delayed (Figure 5A). eIF4E, eIF4G, PABP levels were constant over the time course in both wild-type and *png*-mutant embryos (Figure 4A cf. 5A) whereas HPat was cleared in both genotypes.

**Figure 5.**
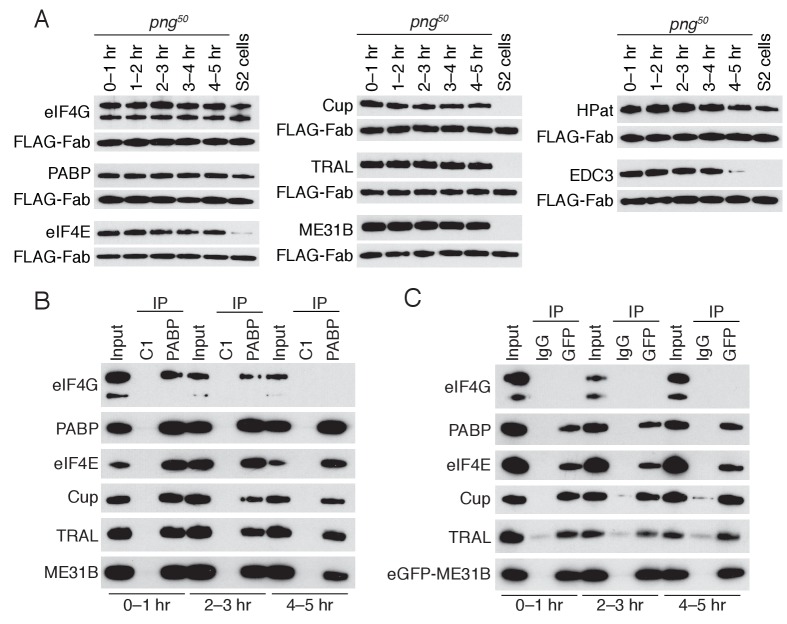
PNG is required for the loss of the Cup, TRAL, and ME31B. (**A**) Western blot analysis of *png^50^* embryos. Extracts were collected at one-hour intervals over the first five hours of development, and a constant amount of exogenous FLAG-tagged Fab was added to each lysate, as in Figure 4A. Western blot analyses of the indicated proteins are shown. The arrowhead indicates a nonspecific band. (**B**) Immunoprecipitation of *png^50^* embryo lysates using control or anti-PABP Fabs. Extracts from 0 to 1, 2–3, and 4–5 hr embryos were co-immunoprecipitated with control C1 or anti-PABP Fabs. Western blots of inputs and immunoprecipitates were probed using the indicated antibodies. (**C**) As in (**B**), except for ME31B. Extracts were isolated from *eGFP-me31B; png^50^* embryos at 0–1, 2–3, and 4–5 hr after egg laying, and co-immunoprecipitated using rabbit IgG or anti-GFP antibodies. Western blots of inputs and immunoprecipitates were probed using the indicated antibodies.

**Figure 5—figure supplement 1.**
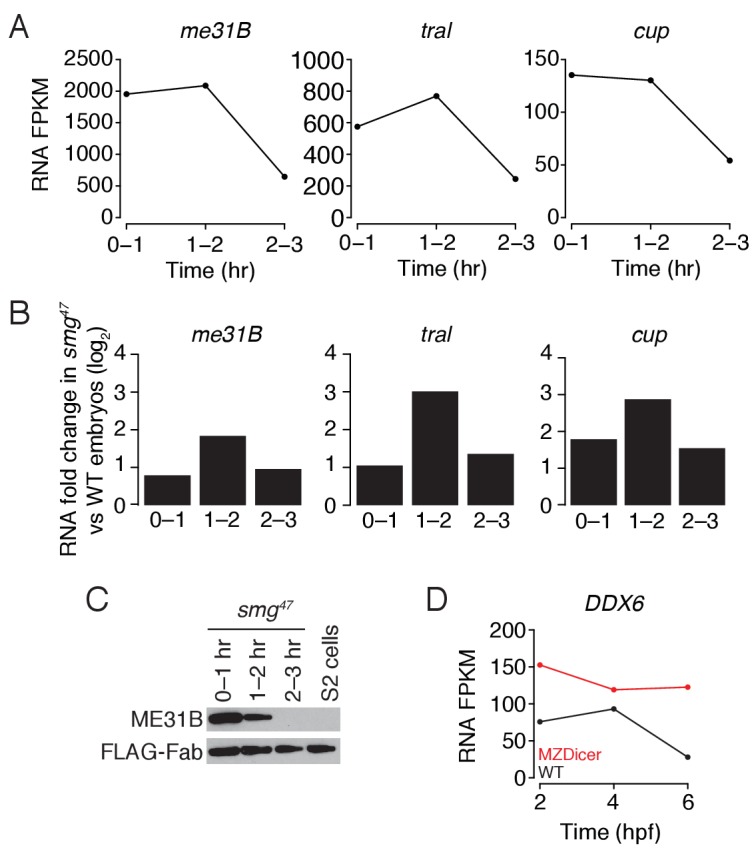
Regulation of *me31b, tral,* and *cup* transcripts during embryogenesis. (**A**) As in Figure 4C, except for *smg^47^* embryos. RNA-seq was used to quantify transcript abundance in mutant embryos. (**B**) Ratios of *me31B*, *tral*, and *cup* mRNA in *smg^47^* embryos compared to wild-type embryos. (**C**) Western blot analysis of *smg^47^* embryos. Extracts were collected at one-hour intervals over the first three hours of development, and a constant amount of exogenous FLAG-tagged Fab was added to each lysate, as in Figure 4A. Western blot analyses of the indicated proteins are shown. (**D**) Abundance of *DDX6* mRNA in zebrafish development. *DDX6* mRNA levels were previously measured in 2 hpf (hours post fertilization), 4 hpf, and 6 hpf wild-type and MZDicer zebrafish embryos by RNA-seq (Bazzini et al., 2012). Shown are the FPKM values for *DDX6* at various points in embryogenesis in wild-type and MZDicer embryos.

In order to determine whether the interaction between PABP and the Cup–TRAL–ME31B complex also persisted in *png^50^* embryos, we performed immunoprecipitations of PABP or eGFP-ME31B in the *png^50^* background and assessed partner proteins by western blotting (Figure 5B,C). In contrast to wild-type embryos, where the interaction of PABP with Cup, TRAL, and ME31B was largely lost by 1–2 hr (Figure 4D), in *png^50^* embryos interactions between PABP and Cup, TRAL, and ME31B persisted until 4–5 hr, the last time point we investigated (Figure 5B,C). Thus, the PNG kinase is required, either directly or indirectly, for the degradation of ME31B, TRAL, and Cup, as well as for the dissociation of PABP and the Cup–TRAL–ME31B complex during the MZT.

### Transcripts bound by ME31B change during the maternal-to-zygotic transition

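The time course uses the input and the immunoprecipitate of eGFP-ME31B embryos at 5 ages from 0–1 to 4–5 hr, 1 library each. Estimated depth was 12.3 to 13.6 M reads in the inputs (median 13.0 M) and 11.4 to 14.3 M in the immunoprecipitates (median 12.6 M). Relative binding was centred on the median of the 6699 genes at each age, so a general loss of ME31B from transcripts does not appear in it. Such a loss was measured against the added worm RNA, as the ratio of immunoprecipitate to input for a fly gene divided by that ratio for the worm RNA. Worm RNA made up 0.404% to 1.17% of the FPKM in these inputs, less than in the *w1118* inputs (16.5% to 35.7%).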

To determine how the transcripts bound by ME31B change during the MZT, we performed RIP-seq experiments in lysates from embryos collected at 1 hr intervals over the first five hours of development (Figure 6). 

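Recovery of *Act5C* with ME31B, scaled to the worm RNA, was 56.0% of that at 0–1 hr at 1–2 hr, 14.8% at 2–3 hr, 7.73% at 3–4 hr and 8.60% at 4–5 hr. For the median fly gene against the median of 1306 worm genes, it was 50.7%, 22.2%, 8.94% and 6.37%. Most of these worm genes were below 0.5 FPKM at 0–1 hr, with 397 above it in the input and 481 in the immunoprecipitate. Recovery of *Act5C* with PABP was 68.0%, 39.7%, 41.7% and 74.6% of that at 0–1 hr. For the median gene against 6316 worm genes, PABP gave 85.0%, 53.4%, 46.7% and 69.7%. Over all fly RNA against all worm RNA, recovery was 74.9%, 22.0%, 6.78% and 7.88% for ME31B and 104%, 103%, 69.8% and 94.7% for PABP, so that recovery with PABP in total did not fall at 1–2 and 2–3 hr. Relative ME31B binding was above that of *Act5C* for 5397 genes at 1–2 hr, 5733 at 2–3 hr, 5407 at 3–4 hr and 5456 at 4–5 hr, out of 6699.

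**Figure D1:**
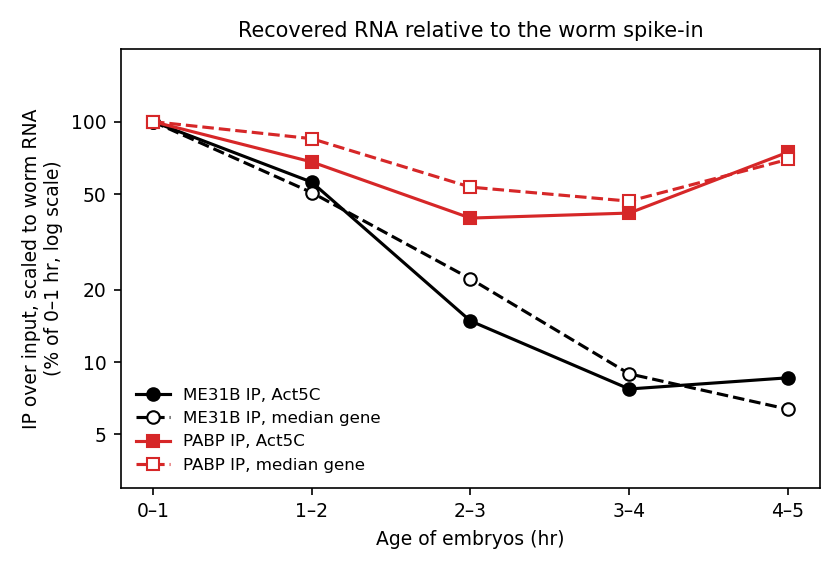
RNA recovered with ME31B (black) and PABP (red) over development. The y axis, on a log scale, is the ratio of immunoprecipitate to input scaled to the added worm RNA, as a percent of the value at 0–1 hr, and the x axis is the age of the embryos in hr. Filled points and solid lines stand for *Act5C*, open points and dashed lines for the median gene, with 1 library per point. The ME31B values fall to 8.60% (*Act5C*) and 6.37% (median gene) at 4–5 hr, and the PABP values stay above 39%.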

Consistent with an overall reduction in ME31B protein levels, the amount of our benchmarking transcript, *Act5C*, that co-immunoprecipitated also decreased over the time course (Figure 6—figure supplement 1), although thousands of genes were still enriched in the bound fraction at each time point (Figure 6). To test this interpretation, we examined four additional transcripts, spanning a range of binding values, by RT-qPCR. All were enriched in ME31B immunoprecipitations relative to IgG immunoprecipitations across the time course, including *smg*, whose binding was in the bottom 10% of associations at 4–5 hr (Figure 6—figure supplement 1). 

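Only the RIP-seq values are given, since the RT-qPCR was not analysed here. At 4–5 hr, log2 ME31B binding of *smg* was −1.72, at the 7.79th percentile of 6699 genes. With the *w1118* input of that age as divisor, *smg* had a log2 value of 0.77. Binding of *gnu* was 3.05 (99.3th percentile), that of *veli* 1.43 (87.7th percentile) and that of *ana2* 0.72 (70.9th percentile).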

We also determined the fraction of these transcripts bound by ME31B at 4–5 hr using RT-qPCR. Although these values were lower than in 0–1 hr embryos by over an order of magnitude, they were in accordance with our RNA-seq measurements (Figure 6—figure supplement 1cf. Figure 2—figure supplement 2).

**Figure 6.**
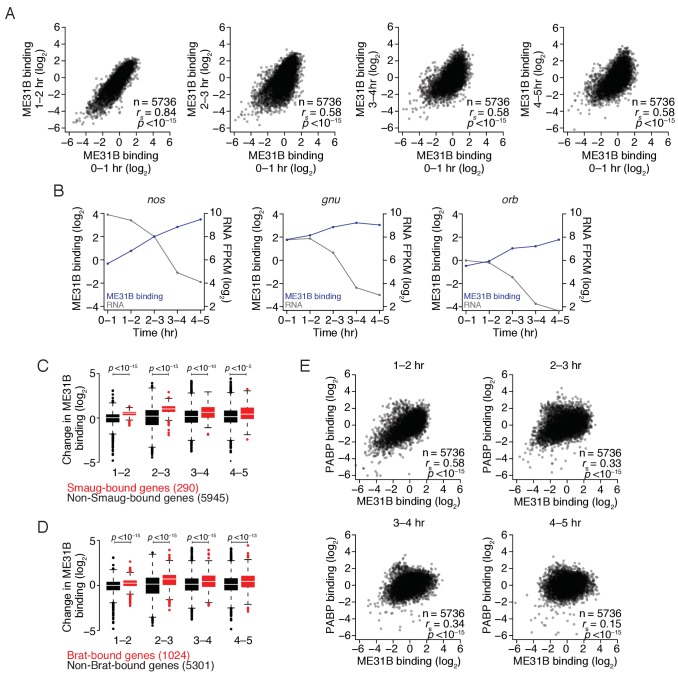
The maternal-to-zygotic transition alters the relationship between PABP and ME31B binding. (**A**) Comparison of ME31B binding during early development. Extracts were collected at one-hour intervals for the first five hours of development, and mRNA abundance in the total population as well as those bound by ME31B were determined by sequencing. Note that these libraries were made using rRNA-depletion. Binding for each gene was calculated by normalizing ME31B-bound abundance by its abundance in the total RNA population. Scatter plots for the indicated comparisons are shown. Note that the 0–1 hr sample from this experiment was discussed in Figure 3. (**B**) Alterations in ME31B binding and transcript abundance for *nos*, *orb*, and *gnu*. (**C**) A comparison of changes in ME31B binding for SMG-bound mRNAs. For each gene, the fold change in its binding compared to 0–1 hr was calculated. Shown are box-and-whisker plots for SMG-bound genes (in red) and non-SMG bound genes (in black). Line, median; box, quartiles; whiskers, interquartile range. Significance was calculated using the two-tailed Kolmogorov-Smirnov test. (**D**) As in (**C**), except for Brat-bound mRNAs. (**E**) Comparison of PABP and ME31B binding. For each embryonic time point, scatter plots of PABP and ME31B binding are shown.

**Figure 6—figure supplement 1.**
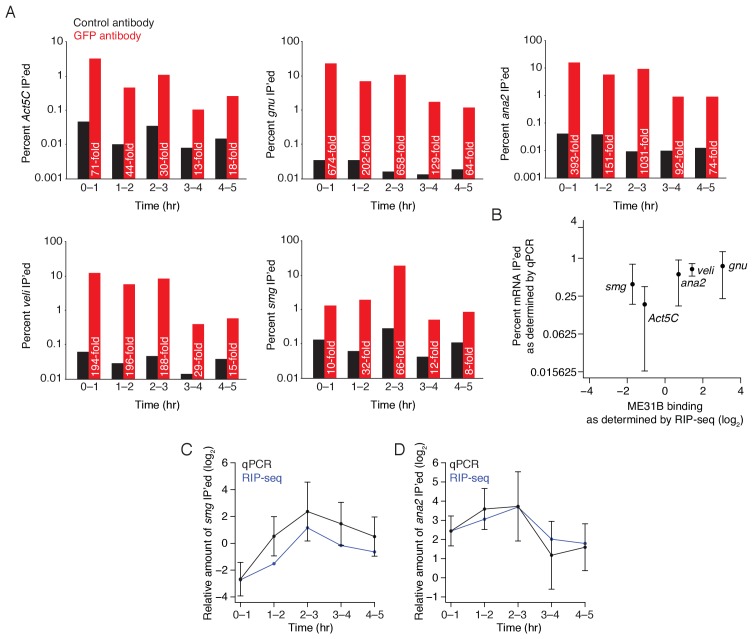
Regulation of PABP binding during the MZT. (**A**) Enrichment of *Act5C, gnu*, *ana2*, *veli*, and *smg* transcripts in ME31B immunoprecipitations at different time points. Extracts from the indicated stages of *eGFP-ME31B* embryos were immunoprecipitated with IgG or anti-GFP antibodies. The percent of *Act5C* mRNA pulled down was quantified by random-hexamer-primed RT-qPCR. Numbers reflect the fold enrichment in ME31B immunoprecipitations relative to the control immunoprecipitations. (**B**) A comparison of ME31B binding as determined by RT-qPCR and RNA-sequencing in 4–5 hr embryos. Plotted is the ME31B binding for the five indicated genes, as measured by RIP-seq, and the percent of total RNA immunoprecipitated, as measured by RT-qPCR. RT-qPCR measurements are an average of 3–4 independent, biological replicates with the error bars denoting standard deviation. (**C**) Relative binding of ME31B to *smg* mRNA during embryogenesis. The binding of ME31B to *gnu*, relative to *Act5C*, was calculated by RIP-seq (in blue) or RT-qPCR (in black). RT-qPCR measurements were an average of 3–4 independent, biological replicates with the error bars denoting standard deviation. (**D**) As in (**C**), except for *ana2* mRNA.

**Figure 6—figure supplement 2.**
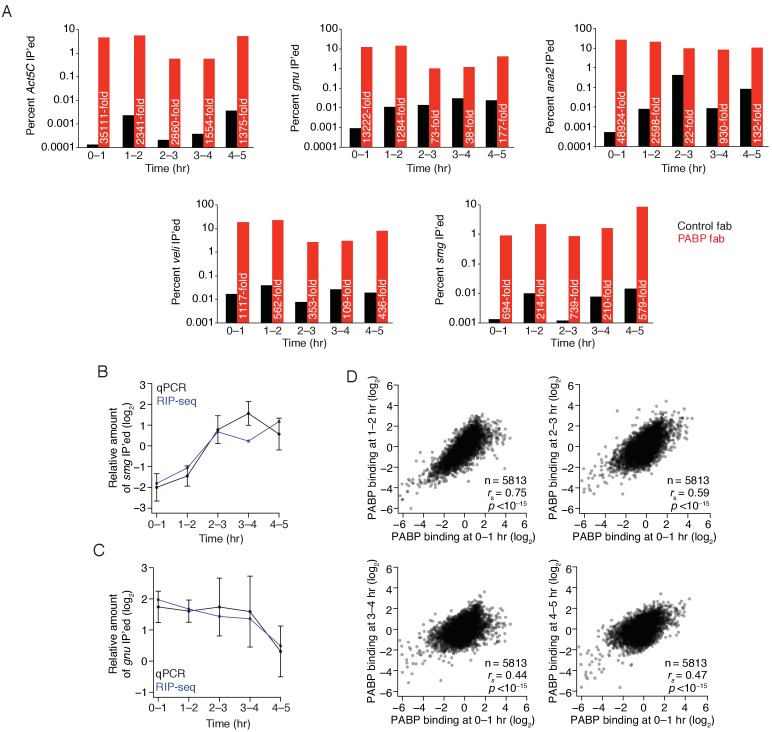
Regulation of PABP binding during the MZT. (**A**) Enrichment of *Act5C, gnu*, *ana2*, *veli*, and *smg* transcripts in PABP immunoprecipitations at different time points. Extracts from the indicated stages of wild-type embryos were immunoprecipitated with control or PABP Fabs. The percent of *Act5C* mRNA pulled down was quantified by random-hexamer-primed RT-qPCR. Numbers reflect the fold enrichment in PABP immunoprecipitations relative to the control immunoprecipitations. (**B**) Relative binding of PABP to *smg* mRNA during embryogenesis. The binding of ME31B to *smg*, relative to *Act5C*, was calculated by RIP-seq (in blue) or RT-qPCR (in black). RT-qPCR measurements were an average of 3–4 independent, biological replicates with the error bars denoting standard deviation. (**C**) As in (**B**), except for *gnu* mRNA. (**D**) Comparison of PABP occupancies during early development. Extracts were collected at one-hour intervals for the first five hours of development, and mRNA abundance in the total population as well as those bound by PABP were determined by sequencing. Note that these libraries were made using rRNA-depletion. Occupancy for each gene was calculated by normalizing PABP-bound abundance by its abundance in the total RNA population. Scatter plots for the indicated comparisons are shown.

In addition to affecting the fraction of transcripts bound by ME31B, the MZT also coincided with a progressive change in the binding of ME31B to different transcripts (Figure 6A), such that binding in 0–1 hr embryos, although highly correlated with those in 1–2 embryos (*r_s_* = 0.83, p<10^–15^), was more weakly correlated with those at later time points (*r_s_* = 0.58, p<10^–15^). 

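ME31B binding at 0–1 hr correlated across 6699 genes with that at 1–2 hr with *r_s_* = 0.824 (95% interval 0.815 to 0.833). The value was 0.579 (0.561 to 0.595) for 2–3 hr, 0.554 (0.536 to 0.571) for 3–4 hr and 0.557 (0.539 to 0.575) for 4–5 hr. These are the 4 correlations of this family. With the *w1118* inputs as divisors, the correlation with 3–4 hr moved most, to 0.418.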

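Log2 ME31B binding of *ana2* was 1.74 at 1–2 hr, 1.89 at 2–3 hr and 0.96 at 3–4 hr. The percentile of *ana2* was 98.6 at 1–2 hr, 94.7 at 2–3 hr and 78.2 at 3–4 hr. With the *w1118* inputs as divisors, *ana2* binding was 0.48 at 0–1 hr, 0.46 at 1–2 hr, 2.03 at 2–3 hr, 1.40 at 3–4 hr and 0.70 at 4–5 hr. Binding of *smg* was −2.83 at 1–2 hr, −0.66 at 2–3 hr and −1.21 at 3–4 hr. The same divisors gave *smg* binding of 0.83 at 2–3 hr and 0.55 at 3–4 hr, above the median gene, and 2–3 hr remained its highest age.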

As examples, ME31B binding of *ana2* mRNA was high in the early embryo but dropped following the activation of zygotic transcription whereas binding of *smg* mRNA by ME31B increased during early embryogenesis, and peaked at 2–3 hr (Figure 6—figure supplement 1).

Because our analysis was restricted to genes defined as expressed at all time points, the observed changes in ME31B binding cannot be explained entirely by the global changes in the transcriptome upon induction of zygotic transcription. The *smg* mRNA, for example, is strictly maternally contributed but binding by ME31B increased during the MZT (Figure 6—figure supplement 1). 

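The level of *smg* in the eGFP-ME31B inputs as deposited was 146 FPKM at 0–1 hr, 201 FPKM at 1–2 hr, 384 FPKM at 2–3 hr, 268 FPKM at 3–4 hr and 264 FPKM at 4–5 hr. Scaled to the worm RNA, it was 158% of its level at 0–1 hr at 2–3 hr and 77.6% at 4–5 hr. In the *w1118* inputs scaled in this way it was 70.4% at 2–3 hr and 17.4% at 4–5 hr.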

We, therefore, hypothesized that alterations in binding might be explained, at least in part, by differential recruitment of ME31B to specific transcripts by additional *trans*-factors during the MZT. Indeed, RNA-binding proteins, such as SMG, have been proposed to stabilize the Cup–TRAL–ME31B complex on developmentally important transcripts, such as *grk* and *nos* (Nelson et al., 2004; Wilhelm et al., 2005; Jeske et al., 2011). 

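Log2 ME31B binding of *nos* was 0.77 at 1–2 hr, 2.00 at 2–3 hr, 2.83 at 3–4 hr and 3.49 at 4–5 hr. The change from 0–1 to 2–3 hr was 2.32 on the log2 scale, or 5.00-fold. With the *w1118* inputs as divisors, the alternative that moved it most, the change was 4.08. The level of *nos* in the eGFP-ME31B inputs was 660 FPKM at 1–2 hr, 351 FPKM at 2–3 hr, 49.0 FPKM at 3–4 hr and 23.0 FPKM at 4–5 hr. In the *w1118* inputs scaled to the worm RNA, *nos* was at 33.1% of its level at 0–1 hr at 1–2 hr and at 4.38% at 2–3 hr.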

Consistent with a role for SMG in stabilizing ME31B on targets, relative ME31B binding on *nos* increased four-fold from 0 to 1 hr to 2–3 hr (Figure 6B), a time period that coincides with the induction of SMG protein (Smibert et al., 1999; Benoit et al., 2009) and that preceded a sharp decline in *nos* mRNA abundance. When we examined two other SMG targets, *gnu* and *orb*, we observed similar, although less dramatic, trends (Figure 6B, Figure 6—figure supplement 1).

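From 0–1 hr, log2 ME31B binding of *gnu* changed by 0.35 at 1–2 hr, 1.07 at 2–3 hr, 1.44 at 3–4 hr and 1.25 at 4–5 hr. Binding of *orb* (chromosome arm 3R from 23260610 to 23280856) was −0.48 at 0–1 hr and changed by 0.41, 1.51, 1.69 and 2.26 at the same ages. The paper reads the increases on *nos*, *gnu* and *orb* while SMG protein is induced as compatible with stabilization of ME31B by SMG. Together with its lists of bound transcripts, it proposes that SMG recruits or stabilizes ME31B on its targets, likely indirectly.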

To determine if this trend held transcriptome-wide, we examined the change in ME31B binding on SMG-bound transcripts (Chen et al., 2014a). As with *nos*, relative ME31B binding on SMG-bound mRNAs increased during embryogenesis, and it did so to a greater extent than on non-SMG-bound transcripts (Figure 6C; p<10^–15^, two-tailed Kolmogorov-Smirnov [K-S] test). When we repeated this analysis, this time focusing on targets of BRAT (Laver et al., 2015a), we found significant recruitment of ME31B to BRAT-bound transcripts (Figure 6D; p<10^–15^, K-S test), suggesting that at least two of the major regulatory proteins involved in maternal mRNA clearance recruit and/or stabilize ME31B on their targets, likely in an indirect fashion.

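The PABP time course uses the input and the immunoprecipitate of *w1118* embryos at the same 5 ages, 1 library each, with anti-PABP Fabs. Estimated depth was 10.8 to 12.9 M reads in the inputs (median 12.6 M) and 14.9 to 16.8 M in the immunoprecipitates (median 15.5 M). Binding was computed over 6086 genes as for ME31B.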

We next performed analogous PABP RIP-seq experiments. Using RT-qPCR, we demonstrated that even transcripts with low PABP binding, such as *smg* mRNA, were enriched by over 10-fold in PABP immunoprecipitations throughout the time course (Figure 6—figure supplement 2). As with ME31B, PABP binding globally changed during this time course (Figure 6—figure supplement 2), indicating that the MZT coincides with broad changes in the binding of both ME31B and PABP. 

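PABP binding at 0–1 hr correlated across 6086 genes with that at 1–2 hr with *r_s_* = 0.747 (95% interval 0.733 to 0.760). The correlation was 0.583 (0.564 to 0.600) for 2–3 hr, 0.438 (0.416 to 0.459) for 3–4 hr and 0.466 (0.446 to 0.486) for 4–5 hr, and no others were computed in this family. When genes only had to be above 0 in the libraries compared, the correlation with 2–3 hr moved most, to 0.461.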

Interestingly, the relationship we observed in 0–1 hr embryos between PABP binding and poly(A)-tail length also changed during the MZT, such that only a weak correlation between PABP binding and tail length existed by 3–4 hr (*r_s_* = 0.16, p<10^–15^).

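At 1–2 hr, PABP and ME31B binding correlated across the 6002 genes above the filter in all embryo RIP-seq libraries with *r_s_* = 0.577 (95% interval 0.558 to 0.596). With the other strain's input of that age as divisor, which lowers the value by construction, *r_s_* was 0.236.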

The relationship between PABP and ME31B binding in 1–2 hr embryos was similar to that seen in 0–1 hr embryos (Figure 6E *cf.* Figure 2D; *r_s_ =* 0.62 vs. *r_s_* = 0.58). However, by 2–3 hr, the correlation between PABP and ME31B binding was weaker (*r_s_* = 0. 33, p<10^–15^) and was even further reduced by 4–5 hr (*r_s_* = 0.15, p<10^–15^). 

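Over the same 6002 genes, *r_s_* between PABP and ME31B binding was 0.322 (95% interval 0.297 to 0.346) at 2–3 hr, 0.328 (0.304 to 0.351) at 3–4 hr and 0.150 (0.125 to 0.174) at 4–5 hr. With the other strain's input as divisor, *r_s_* was −0.294 at 2–3 hr, −0.107 at 3–4 hr and −0.0274 at 4–5 hr. Because the exchange of inputs lowers the correlation by construction, these negative values do not show that the sign is fragile. From the weaker correlations and the loss of a detectable interaction between the proteins (Figure 4D), the paper concludes that mRNA–protein complexes are reorganized during the MZT, so that PABP and ME31B no longer bind similar sets of transcripts.

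**Figure D2:**
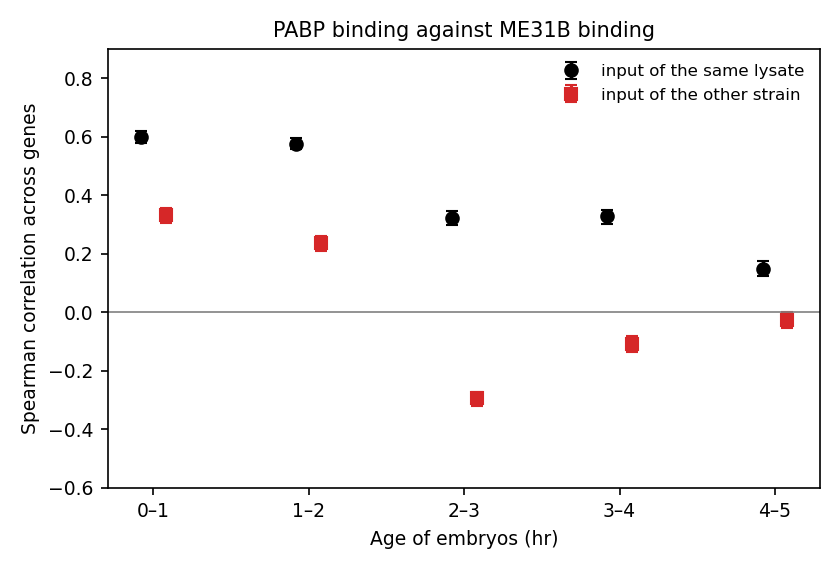
Spearman's correlation across genes of PABP and ME31B binding (y axis) by age of the embryos in hr (x axis). Black circles use the input of the same lysate as divisor and red squares the input of the other strain, with bars for the 95% bootstrap interval over genes. The black circles fall from 0.600 at 0–1 hr to 0.150 at 4–5 hr, and the red squares, which the exchange of inputs lowers by construction, are below 0 from 2–3 hr on.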

Consistent with our inability to detect an interaction between PABP and ME31B after 2–3 hr (Figure 4D), these results indicate that a substantial reorganization of mRNA–protein complex composition occurs during the MZT and that, by the completion of the MZT, PABP and ME31B no longer bind similar sets of transcripts.

### The impact of ME31B on gene expression during the MZT

Finally, we investigated how ME31B binding related to gene expression during the MZT. As described above (Figure 3C), ME31B binding negatively correlated with translational efficiency at 0–1 hr (*r_s_* = –0.29). At 2–3 hr, high ME31B binding still correlated with low translational efficiency (Figure 7A; *r_s_* = –0.24, p<10^–15^), although the magnitude of its effect was slightly smaller than at 0–1 hr. By 3–4 hr, however, the relationship between ME31B binding and low translation efficiency was weaker (*r_s_* = –0.12, p<10^–11^).

**Figure 7.**
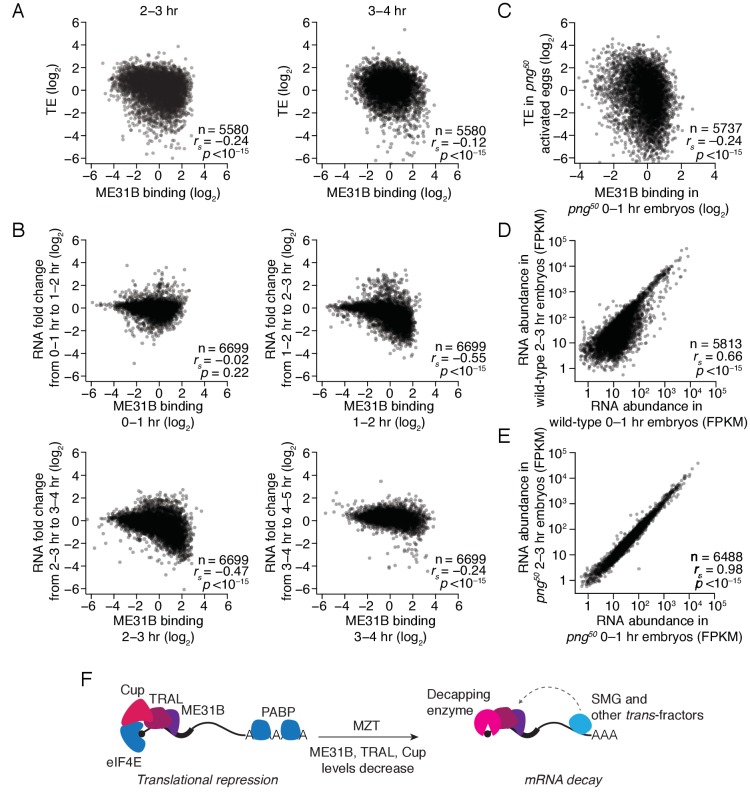
The maternal-to-zygotic transition marks an alteration in the post-transcriptional regulation associated with ME31B binding. (**A**) Comparison of ME31B binding and translational efficiency. Plotted are the ME31B binding and translation efficiency values for each gene expressed above cut-off in 2–3 and 3–4 hr embryos. (**B**) Comparison of ME31B binding and RNA stability. At each of the indicated time points, the RNA fold change over the next hour was determined. For instance, the RNA fold change between 1–2 hr and 0–1 hr was calculated and compared with ME31B binding at 0–1 hr. Plotted are the ME31B binding and fold-change values for each of the indicated time points. (**C**) Comparison of ME31B binding and translational efficiency in *png^50^* embryos. Plotted are the ME31B binding and translational efficiency values for each gene expressed above cut-off in 0–1 hr *eGFP-me31B; png^50^* embryos (ME31B binding) and 0–1 hr *png^50^* activated eggs (translational efficiency). (**D**) Comparison of RNA abundance in wild-type embryos. Plotted are the RNA abundances for each gene in 0–1 hr and 2–3 hr wild-type embryos. (**E**) Comparison of RNA abundance in *png^50^* embryos. Plotted are the RNA abundances for each gene in 0–1 hr and 2–3 hr *png^50^* embryos. (**F**) Model for the role of ME31B during early development. Prior to the MZT, ME31B, TRAL, and Cup are highly associated with eIF4E and PABP, and ME31B binding represses translation of many transcripts. During the MZT, protein and mRNA levels of Cup, TRAL, and ME31B decrease, and the binding of ME31B now requires recruitment via *trans*-factors, such as SMG. As indicated by the dotted line, this recruitment is likely indirect presumably relying upon interactions between *trans*-factors and the CCR4-NOT deadenylase complex and subsequent binding of ME31B and CNOT1. By the end of MZT, ME31B is no longer associated with PABP, and it promotes mRNA decay likely by recruitment of the decapping enzyme (through TRAL, EDC3, and/or HPat).

**Figure 7—figure supplement 1.**
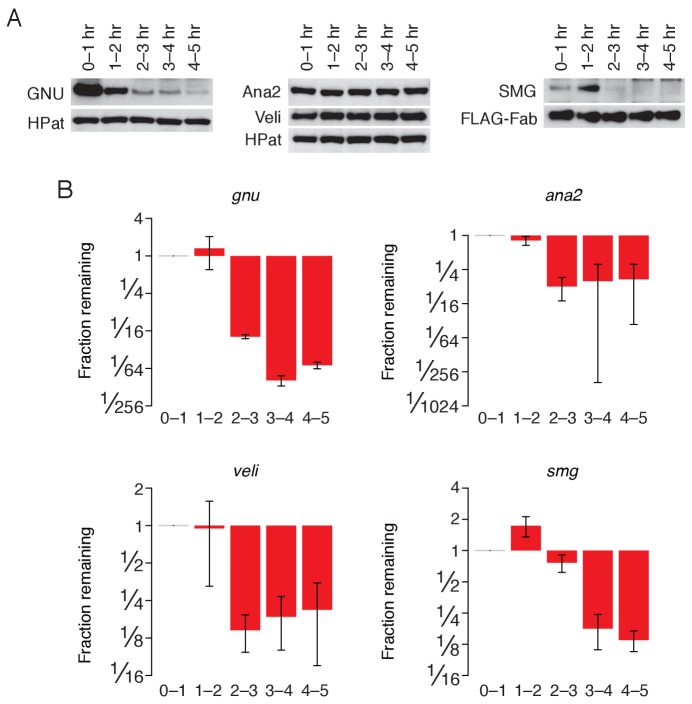
Regulation of ME31B targets during the MZT. (**A**) Western blot analysis of protein abundance over the first five hours of development. Extracts from embryos harvested at one-hour intervals were collected. In the case of SMG, constant amounts of exogenous FLAG-tagged Fabs were added to each lysate as a loading control. Western blot analysis of the indicated proteins is shown; in the case of GNU, Ana2, and Veli, HPat is a loading control. (**B**) Change in transcript abundance over the first five hours of development. Extracts from embryos harvested at one-hour intervals were collected. Levels of *gnu*, *ana2*, *veli*, and *smg* were determined by random-hexamer-primed RT-qPCR, and normalized to that of *Act5C*. Plotted is the fraction of each remaining in comparison to 0–1 hr embryos.

To test this change in relationship, we examined the protein abundance of specific genes. The transcripts of *gnu*, *ana2*, and *veli* were highly bound by ME31B at 0–1 hr. 

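At 0–1 hr, ME31B binding was at the 99.4th percentile of 6699 genes for *gnu*, the 99.0th for *ana2* and the 96.2th for *veli*.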

Consistent with low translation, the encoded proteins were either constant (ANA2, VELI) or decreased (GNU) during the first three hours of development (Figure 7—figure supplement 1). In contrast, *smg* mRNA had one of the lowest ME31B binding values in the transcriptome, and SMG protein levels rapidly increased over the first three hours of development (Figure 7—figure supplement 1). Thus, high ME31B binding appears to repress translation in early embryos, but, by the end of the MZT, ME31B binding has little effect on translational efficiency.

We next asked whether ME31B binding influenced mRNA decay during this same developmental window. 

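The RNA change of a gene was the log2 ratio of its input FPKM in an hour to that in the hour before, from the eGFP-ME31B inputs, and was set against ME31B binding in the earlier of the pair of hours. The 6699 genes of the ME31B time course were used. Binding and RNA change share the earlier input library, so noise in that library alone gives a correlation. To measure it, RNA levels without change were simulated with the counting noise of the estimated depths, in 100 draws, for the 6654 of these genes that have an annotated transcript length. A single scaling factor for a library, such as the worm RNA would give, does not alter Spearman's correlation. As an alternative, the RNA change was taken from the *w1118* inputs of the same ages, which share no library with the ME31B series.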

For each time point, we compared ME31B binding to the fold change in mRNA abundance over the next hour of development. 

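For 0–1 to 1–2 hr, ME31B binding and RNA change correlated across genes with *r_s_* = −0.0149 (95% interval −0.0393 to 0.00956), 1 of 4 such correlations. Unchanged RNA gave a mean *r_s_* of 0.0551 in the simulation over 6654 genes. The alternative that moved the value most was the RNA change in *w1118* inputs, with *r_s_* = −0.221 over 6133 genes.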

Unlike the significant negative relationship between ME31B binding and translation in the 0–1 hr embryo, ME31B binding did not correlate with mRNA decay at this time point (Figure 7B; *r_s_* = –0.02, p=0.22). In contrast, ME31B binding was negatively correlated with mRNA stability at all of the later time points: 1–2 to 2–3 hr (*r_s_* = –0.55, p<10^–15^), 2–3 to 3–4 hr (*r_s_* = –0.47, p<10^–15^) and 3–4 to 4–5 hr (*r_s_* = –0.24, p<10^–15^).

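In the eGFP-ME31B inputs, ME31B binding and RNA change correlated with *r_s_* = −0.554 (95% interval −0.571 to −0.536) for 1–2 to 2–3 hr, −0.471 (−0.491 to −0.451) for 2–3 to 3–4 hr and −0.238 (−0.261 to −0.214) for 3–4 to 4–5 hr, across 6699 genes. Unchanged RNA gave 0.0434, 0.0363 and 0.0434 in the simulation over 6654 genes. With the RNA change in *w1118* inputs, the correlation was −0.500 for 1–2 to 2–3 hr (6177 genes) but 0.0735 for 2–3 to 3–4 hr (6577 genes) and 0.206 for 3–4 to 4–5 hr (6562 genes), so that the sign of the later 2 comparisons depended on the strain whose inputs gave the RNA change. With the *w1118* inputs as divisors of binding only, and the RNA change from the eGFP-ME31B inputs, it was −0.630, −0.623 and −0.400 in the same order. That exchange lowers the correlation by construction, since the RNA level of eGFP-ME31B embryos in the earlier hour then raises binding and lowers the change, so these values do not test the sign. The correlations of the paper's Figure 7B concern RNA stability, and the paper adds RT-qPCR levels of *gnu*, *ana2*, *veli* and *smg*. From both, the paper proposes that ME31B binding goes with mRNA destabilization later in the MZT. Its statements on translation rest on other data, which were not analysed here.

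**Figure D3:**
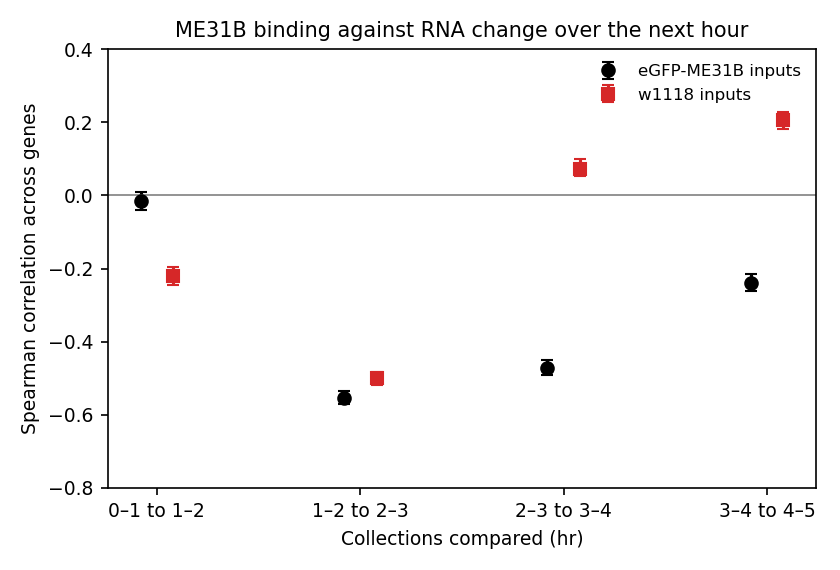
Spearman's correlation across genes of ME31B binding in an hour of development with the RNA change over the next hour (y axis), for the 4 pairs of hours (x axis). Black circles use the eGFP-ME31B inputs for the RNA change and red squares the *w1118* inputs, with bars for the 95% bootstrap interval over genes. The black circles lie below 0 from 1–2 hr on, and the red squares rise from −0.500 to 0.206.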

To assess this observation with specific transcripts, we used RT-qPCR to monitor *gnu*, *ana2*, and *veli* transcript levels across early development. 

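Log2 ME31B binding at 1–2 hr was 2.15 for *gnu* (99.8th percentile), 1.74 for *ana2* (98.6th percentile) and 1.53 for *veli* (96.1th percentile). Between 1–2 and 2–3 hr, levels in the eGFP-ME31B inputs as deposited fell from 228 to 136 FPKM for *gnu*, from 17.7 to 11.2 FPKM for *ana2* and from 168 to 119 FPKM for *veli*. In the *w1118* inputs as deposited they rose, from 32.3 to 34.3 FPKM for *gnu*, from 4.67 to 7.35 FPKM for *ana2* and from 7.90 to 36.5 FPKM for *veli*. Scaled to the worm RNA, the *w1118* levels fell, from 49.6% to 6.17% of those at 0–1 hr for *gnu*, from 53.0% to 9.76% for *ana2* and from 41.5% to 22.5% for *veli*.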

All three transcripts had relatively high ME31B binding at 1–2 hr, and the abundance of all three decreased between the 1–2 and 2–3 hr time points (Figure 7—figure supplement 1). Similarly, although the binding of ME31B to *smg* mRNA was low at 0–1 hr, it increased over the next two hours of embryogenesis. Consistent with our genome-wide analysis, the maximal binding of *smg* by ME31B preceded the sharpest drop in its levels (Figure 6—figure supplement 1; Figure 7—figure supplement 1). Together, these results indicate that ME31B represses gene expression at all time points, although in different ways. At the beginning of embryogenesis, ME31B binding likely reduces translation but, by the end of the MZT, high ME31B binding is associated with mRNA destabilization.

Finally, we hypothesized that the decreases in ME31B, TRAL, and/or Cup abundance were important for the switch in ME31B function. We thus examined the relationship between ME31B binding and gene regulation in *png^50^* mutants. 

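The allele *png50* affects *png* (the X chromosome from 1356488 to 1357601), which encodes a subunit of the PNG kinase, and the paper describes it as a weak hypomorph. Total RNA of *png50* embryos was sequenced at 0–1 and 2–3 hr, and the input and ME31B immunoprecipitate of *eGFP-me31B; png50* embryos at 0–1 hr, 1 library each. Estimated depth was 9.99 to 10.5 M reads (median 10.1 M). The labels of the last pair give a strain name that differs from the legend of Figure 7C, and the name in the legend is used. These 4 libraries were quantified in a table of their own, so their levels were not compared directly with those of wild-type embryos. The level of *png* RNA was 128 FPKM at 0–1 hr and 157 FPKM at 2–3 hr in *png50* embryos, 159 FPKM in the *eGFP-me31B; png50* input, 58.7 and 13.9 FPKM at 0–1 and 2–3 hr in *w1118* embryos, and 204.8 and 53.3 FPKM at these ages in the separately quantified eGFP-ME31B inputs. The text does not say whether the allele lowers the RNA, so these levels do not check the genotype. Genes were used when they had at least 0.5 FPKM at 1 or more ages, as the paper's methods state for inputs, which left 9747 genes in *w1118* and 7120 in *png50* embryos. In *w1118* embryos any of the 5 ages counted, and in *png50* embryos only 0–1 and 2–3 hr. The *w1118* genes therefore include some that pass only at later ages, and the 2 gene sets are not alike.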

As in wild-type embryos, ME31B binding negatively correlated with translational efficiency in *png^50^* mutant embryos (Figure 7C; *r_s_* = –0.24, p<10^–15^). In contrast, although in wild-type embryos hundreds of transcripts were degraded between 0–1 hr and 2–3 hr (Figure 7D), in *png^50^* mutant embryos the RNA abundances between these two time points were nearly identical (*r_s_* = 0.96 vs. *r_s_* = 0.66 in wild-type embryos), and we observed no evidence of any mRNA degradation (Figure 7E).

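RNA levels at 0–1 and 2–3 hr correlated across genes with *r_s_* = 0.829 (95% interval 0.819 to 0.837) in *w1118* embryos and *r_s_* = 0.963 (0.957 to 0.969) in *png50* embryos. These are the 2 correlations of this family. Their gene sets differ, since ages after 2–3 hr counted for the *w1118* filter only. With the filter on both libraries compared, chosen after the values were seen, *r_s_* was 0.669 (6615 genes) in *w1118* and 0.976 (6815 genes) in *png50* embryos. The wild-type value moved most, of the alternatives set before the data were examined, with a filter of 5 FPKM, to 0.669, and that of *png50* was 0.955. In the other direction, the eGFP-ME31B inputs in place of the *w1118* inputs gave 0.909. Of 5319 genes with at least 5 FPKM at 0–1 hr in *w1118* embryos, 257 were at least 4-fold lower at 2–3 hr as deposited and 1028 at least 4-fold higher, and the median gene changed by 0.93 on the log2 scale. With each library divided by its median ratio to 0–1 hr, 687 genes were lower and 75 higher. Scaling to the worm RNA, chosen after the data were seen and shifting all genes alike, gave 2191 lower and 18 higher. In the eGFP-ME31B inputs, 352 of 6267 genes were lower and 64 higher. In *png50* embryos, 35 of 6336 genes were at least 4-fold lower and 7 higher as deposited, and 54 and 2 scaled to the worm RNA. Of the 35, 33 were not protein-coding and 30 were listed at 0 at 2–3 hr. The 2 protein-coding genes, chosen after their values were seen, were *CG43391* (chromosome arm 3L from 11580829 to 11581019), which went from 7.76 FPKM to being listed at 0, and *SLIRP1*, which went from 102.7 to 2.91 FPKM.
Among genes with at least 10 FPKM at 0–1 hr and, by a condition added after the data were seen, at least 0.5 FPKM at 2–3 hr, the largest falls in *w1118* embryos were log2 changes of −5.50 for *CG31075* (chromosome arm 3R from 26985624 to 26988517), −5.40 for *Tsp42Ef* (chromosome arm 2R from 7025010 to 7028082) and −5.21 for *CG4842* (chromosome arm 3L from 16368389 to 16369518). In *png50* embryos these protein-coding genes changed by 0.10, 0.10 and 0.36. The largest falls in *png50* embryos were −5.14 for *SLIRP1*, −3.20 for *snoRNA:Psi28S-1175c* (chromosome arm 2R from 22607385 to 22607520) and −2.94 for *snoRNA:Psi28S-3342* (the X chromosome from 5524302 to 5524465). Below 0.5 FPKM at 2–3 hr were 10 of 4126 such genes in *w1118* embryos, 7 of them listed at 0, and 29 of 6005 in *png50* embryos, 28 of them listed at 0. The protein-coding ones among the 10 were *CG15047* (the X chromosome from 18528683 to 18529593), at 0.471 FPKM after 26.7 FPKM, and *CG15820* (chromosome arm 3L from 2172995 to 2174332), at 0.461 FPKM after 18.6 FPKM, and in *png50* embryos these went from 35.1 to 22.1 FPKM and from 55.7 to 58.1 FPKM. Over the 241 protein-coding genes at least 4-fold lower in *w1118* embryos that could be measured, the median log2 change in *png50* embryos was 0.0031 (quartiles −0.18 and 0.14). Only *snRNA:U5:38ABa* (chromosome arm 2L from 19811948 to 19812074) and *snoRNA:Psi28S-2442b* (chromosome arm 3R from 5598423 to 5598566) were at least 4-fold lower in both. *SLIRP1*, *CG15047*, *snoRNA:Psi28S-1175c* and *snoRNA:Psi28S-2442b* overlap 1 annotated gene each on the same strand. The paper's reasoning is that ME31B, TRAL and Cup persist in *png50* embryos, and that a switch of ME31B toward mRNA decay which needs their decrease would then leave maternal mRNAs in place. It adds that loss of PNG has other effects, among them that SMG is not induced, and does not treat the result as definitive.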

## Discussion

Here we have shown that during the early *Drosophila* MZT, ME31B exists in complexes that also contain eIF4E, Cup, TRAL, and PABP. This complex is likely to be specific to oocytes and early embryos where it represses the translation of many transcripts (Figure 7F). The first five hours of embryogenesis coincide with three important changes for the Cup–TRAL–ME31B-containing complex: a sharp reduction in the levels of Cup, TRAL, and ME31B protein and transcripts; a change in the transcripts bound by ME31B; and a change in the impact of ME31B-mediated regulation from repressing translation to destabilizing mRNA, which occurs most likely as the result of repressing translation in the context of robust mRNA decay.

The changes in Cup, TRAL, and ME31B protein abundance may explain the transcriptome-wide alterations in ME31B binding during the MZT. In the early embryo, these proteins are highly abundant, and a recent study estimated their concentrations as 4, 15, and 7 μM, respectively (Götze et al., 2017). Their direct, protein-protein interactions appear sufficient to drive assembly on 5′ caps. At this stage, although *trans*-factors or additional mRNA sequences likely stabilize the complex on some transcripts, they are dispensable for its formation. We propose that the reductions in Cup, TRAL, and ME31B levels lead to a different regime where *trans*-factors are required for stable ME31B binding, as is seen elsewhere (Chen et al., 2014b; Mathys et al., 2014; Rouya et al., 2014). Of the three proteins, the loss of Cup has a particularly dramatic effect because stable interactions between the 5′ cap and ME31B likely require the Cup–eIF4E interaction.

Although Cup, TRAL, and ME31B have been implicated in regulating a small number of transcripts in oogenesis and embryogenesis (Wilhelm et al., 2003, 2005; Clouse et al., 2008; Broyer et al., 2017), our data indicate that they play a much broader role. ME31B binds transcripts from nearly all of the maternally deposited genes. Its binding negatively correlates with translation in the early embryo, and we speculate that this relationship is a causative one. How, then, might ME31B repress translation in the early embryo? Orthologs of ME31B have been found to inhibit both translation initiation and elongation (Coller and Parker, 2005; Nissan et al., 2010; Sweet et al., 2012; Radhakrishnan et al., 2016). However, given the high abundance of Cup, which blocks the eIF4E–eIF4G interaction (Nelson et al., 2004; Kinkelin et al., 2012), we hypothesize that, at this time point, ME31B predominantly represses translation initiation by Cup-mediated disruption of the eIF4F complex.

Within a few hours of egg laying, the impact of ME31B upon its targets appears to switch from translational repression to mRNA destabilization. Given the tight relationship between translational repression and mRNA decay seen in most contexts (Radhakrishnan and Green, 2016), one possible explanation is that at later time points repressed transcripts are quickly degraded and fail to persist long enough to give a translational repression ‘signal’. Thus a critical issue may be to understand why ME31B binding fails to stimulate mRNA decapping in the early embryo. There are two, non-mutually exclusive possibilities. In the first, the decapping enzyme (or other related proteins) is inactive or expressed only at low levels in the early embryo. Indeed, such a model was originally proposed when the decoupling of deadenylation and decapping in *Xenopus* oocytes was first observed (Gillian-Daniel et al., 1998; Zhang et al., 1999). Consistent with this view, one study found that Dcp1a levels are low in mouse oogenesis, only increasing during meiosis (Flemr et al., 2010).

An alternative model invokes factors that stabilize ME31B-bound transcripts in the early embryo so that, during the MZT, their inactivation enables clearance of maternal transcripts. One obvious candidate is Cup. Support for such a role for Cup comes from several observations. When Cup was tethered to reporter transcripts in S2 cells, it simultaneously repressed translation and stabilized deadenylated intermediates, possibly by stabilizing eIF4E binding and so sterically interfering with access of the decapping enzyme to the 5′ cap (Igreja and Izaurralde, 2011). Moreover, in several organisms, including *Drosophila*, loss of ME31B and Cup have, intriguingly, been linked with decreased, rather than increased, levels of targets (Mair et al., 2006; Boag et al., 2008; Broyer et al., 2017). We thus favor a model whereby ME31B initially represses translation through Cup, and then, only after Cup is destroyed, the major impact of ME31B is at the level of mRNA decay.

One implication of our model is that the reduction in Cup levels is required for the clearance of maternally deposited transcripts, and that the timing of this elimination is critical for embryogenesis. Consistent with such a model, in *png^50^* mutants, where Cup, TRAL, and ME31B persist, maternal transcripts were not destroyed, although ME31B binding still appeared to repress translation (Figure 7). However, loss of PNG activity at the oocyte-to-embryo transition has pleiotropic effects, including a failure to induce SMG expression (Tadros et al., 2007; Kronja et al., 2014b), and so this result, while supportive, does not provide definitive evidence. In the future, disentangling the reductions in Cup levels and the ability of ME31B to repress translation after the MZT will be important.

Cup itself is restricted to *Drosophilidae*, but a central role for ME31B in embryogenesis may be evolutionarily conserved. Related complexes have been found in *X. laevis*, *C. elegans* and *Plasmodium* (Ladomery et al., 1997; Boag et al., 2008; Mair et al., 2010). Regulation of ME31B protein and RNA levels is also conserved in other invertebrates as well as in vertebrates. We, therefore, re-examined previously published datasets from early zebrafish development (Bazzini et al., 2012) and found that transcripts encoding zebrafish ME31B (DDX6) decreased during the MZT (Figure 5—figure supplement 1). The clearance of DDX6 transcripts was dependent on Dicer (Figure 5—figure supplement 1), suggesting that, in zebrafish, regulation of DDX6 mRNA is likely to be mediated by miR-430, the major miRNA at that developmental stage (Giraldez et al., 2006). Similarly, previous work in *C. elegans* demonstrated that the protein abundances of ME31B and TRAL orthologs decrease significantly at the 4 cell stage, which coincides with the activation of zygotic transcription (Boag et al., 2005). Likewise, *Xenopus* ME31B protein decreases during the MZT (Ladomery et al., 1997; Peshkin et al., 2015).

Finally, although less dramatic than the shift seen for ME31B-containing complexes, those containing PABP (but not ME31B) also change during the MZT. In the early embryo, transcripts in this complex bind more PABP with increasing tail length. However, this relationship is lost by the end of the MZT. These results echo our observations that, in most cell types, including *S. cerevisiae*, *Drosophila* S2 cells, and human HEK293 cells, poly(A)-tail length has little influence on PABP binding (Rissland *et al*., in revision). Although the direct mechanisms underlying this shift are unknown, we speculate that the changes in how PABP binds poly(A) tails is a proximal cause for the decoupling of poly(A)-tail length and translational efficiency at the end of the MZT (Eichhorn et al., 2016).

## Materials and methods

### Cell lines

S2 cells were purchased from Life Technologies, verified upon shipment to be mycoplasma free. Cells were maintained in ExpressFive SFM media, supplemented with 10% FBS (heat-inactivated) and 20 mM L-Glutamine, at 28°C.

### Drosophila fly stocks

Fly stocks were maintained in a 25°C room with 65% humidity according to standard protocols.

### Transient transfections

S2 cells were transfected using Effectene transfection reagent according to a modified version of the manufacturer’s protocol. Briefly, 2 × 10^6^ cells were seeded in a 6-well plate, and after 24 hr, the cells were transfected with 1 µg of eGFP-Me31B or FLAG-eGFP plasmid. After 48 hr post-transfection, cells were harvested, lysed in Buffer A (100 mM KCl, 0.1 mM EDTA, 20 mM HEPES-KOH pH 7.6, 0.4% NP-40, 10% glycerol, 1 mM DTT, complete mini EDTA-free protease inhibitors, SUPERase-In RNase inhibitors), and clarified at 14,000 rpm, 4°C for 5 min. The supernatant was then immediately used for immunoprecipitations, western blot analysis and/or RNA extraction.

### Isolation of embryos and stage 14 oocytes

Embryos were collected at various time points post-egg laying, dechorionated with bleach, and washed with 0.1% Triton X-100. Embryos were then homogenized in lysis Buffer B (150 mM KCl, 20 mM HEPES-KOH pH 7.4, 1 mM MgCl_2_, 1 mM DTT, complete mini EDTA-free protease inhibitors), and were clarified at 15,000 rpm, 4°C for 15 min. The supernatant was stored at –80°C. Stage 14 oocytes were isolated from a large-scale *Drosophila* culture established with *w^1118^* flies, and were homogenized in lysis buffer B (with protease inhibitor cocktail (BioShop, Canada) and additional freshly added protease inhibitors [100 µM Leupeptin, 100 µM Chymostatin, 4 mM Benzamidine HCl, 3 µM Pepstatin; Sigma] and SUPERase-In RNase inhibitors). The homogenized lysates were clarified at 15,000 rpm, 4°C for 15 min, and the supernatant was stored at –80°C.

### Immunoprecipitations

The anti-PABP (Fab1: D032; Fab 2: D035), anti-eIF4G (P190), and C1 Fabs were generated and purified as previously described (Na et al., 2016). Prior to the IP, FLAG-tagged anti-PABP, anti-eIF4G or control C1 Fabs were conjugated to anti-FLAG beads overnight at 4°C. For eGFP-ME31B IP, anti-GFP antibodies were conjugated to protein G beads overnight at 4°C. For RIPs, the beads were also blocked with salmon ssDNA. Lysates were diluted to 1.1 mg/ml, and then incubated with conjugated beads for 2–3 hr, rotating at 4°C. Beads were washed six times with the appropriate lysis buffer. In the case of immunoprecipitations from embryo lysates, lysis Buffer B was supplemented with 0.1% Triton X-100 and SUPERase-In RNase inhibitors for the washes. For RNA extraction, the beads were resuspended in TRI-Reagent. For western blot analysis, the beads were boiled in LDS sample buffer and reducing agent. For RNase A treatment, the beads were washed two times after immunoprecipitation and incubated with or without RNase A for 30 min at 4°C. The beads were then subsequently washed four times and boiled in LDS sample buffer and reducing agent.

For the PABP and eIF4G IPs, 1% input and 3.5% IP were loaded onto a SDS-PAGE gel and probed for Cup, TRAL, ME31B, eIF4E, and HPat. To probe for PABP and eIF4G, 0.25% input and 0.88% IP were loaded. To probe for EDC3, 3% input and 10.5% IP were loaded. For the eGFP-ME31B IPs, 1% input and 3.5% IP were loaded onto a SDS-PAGE gel and probed for Cup, TRAL, ME31B, eIF4E, and HPat. To probe for PABP and eIF4G, 0.05% input and 0.18% IP were loaded. To probe for EDC3, 3% input and 10.5% IP were loaded. When protein abundance changes during the time course were probed, 5 ng of C1 Fab were added to constant amounts of lysates, as determined by Bradford assay.

### m^7^GDP cap-analog pull down

Lysates were incubated with blank agarose beads for 10 min at 4°C to pre-clear the lysate. The beads were removed by centrifugation, and the supernatant was incubated with either blank agarose beads or m^7^GDP-conjugated agarose beads for 3 hr at 4°C. Beads were washed three times with the appropriate lysis buffer and resuspended in LDS sample buffer and reducing agent for western blot analysis. Thereafter, 1% input and 10% pull down were loaded onto a polyacrylamide gel and probed for all the indicated proteins.

### Tandem mass spectrometry

Immunoprecipitates were sent to SPARC BioCentre (SickKids) for LC/MS/MS analysis.

### RNA sequencing

RNA was extracted from immunoprecipitates and input lysate using TRI-reagent. Prior to isopropanol precipitation, 600 ng of *C. elegans* RNA was spiked into samples for normalization purposes. To assess the enrichment of the RNA-immunoprecipitation, a fraction of the RNA was treated with DNase and used for RT-qPCR to ensure enrichment of *Act5C* transcripts. After verifying the quality of the RNA-immunoprecipitation, the RNA was subjected to Ribo-Zero Gold rRNA depletion according to the manufacturer’s protocol. Libraries were then generated using Illumina’s TruSeq stranded mRNA library preparation kit according to the manufacturer’s protocol and sequenced at The Center for Applied Genetics (SickKids).

### Computational analyses

Libraries were pooled and sequenced on an Illumina HiSeq 2500 by The Centre for Applied Genomics at The Hospital for Sick Children. 50 base-pair single-end reads were demultiplexed and converted to FASTQ format using bcl2fastq2 v2.17 (Illumina). Library quality was inspected using FastQC v0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were trimmed for quality and clipped for Illumina adaptors using TrimmomaticSE version 0.36 (Bolger et al., 2014). Surviving reads were mapped by STAR 2.5.2a (Dobin et al., 2013) to the *D. melanogaster* genome or combined *D. melanogaster* (dm6) and *C. elegans* (ce10) genomes obtained from UCSC on 7 August 2016. Genes were quantified using Cufflinks 2.2.1 (Trapnell et al., 2010). Downstream analyses were then performed with R version 3.1.2, using in-house scripts. To normalize for global changes in mRNA abundance, input samples were normalized to the total number of reads mapping to the *C. elegans* genome. Binding for each gene was calculated by dividing the IP FPKM by the unnormalized input FPKM. When calculating binding, all the genes were filtered such that only genes with greater than 0.5 FPKM across all time points were included in the analysis. For input calculations, because we expected greater changes in RNA level due to developmental events, we reduced the stringency of the filter such that 0.5 FPKM of a gene at a single time point was sufficient for inclusion in downstream analysis. To calculate enrichment of transcripts in PABP immunoprecipitations over ME31B immunoprecipitations, PABP binding for each gene was divided by its ME31B binding.

### Statistical analysis

Two biological replicates were performed for the PABP and ME31B RIP-seq experiments, using lysates harvested on different days. ME31B and PAPB immunoprecipitations were performed from different lysates. At each time point, the input and immunoprecipitation FPKM values were well-correlated between replicates (*r_s_* > 0.75 for all replicate comparisons). For simplicity, one replicate is presented. High-throughput sequencing data described in this paper are available from the GEO: GSE83616 and, for the data prepared in this paper, GSE98106.

How the deposited data were processed for this re-analysis (not part of the article)

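The deposited data are 3 tables of FPKM per gene and library, as the authors' Cufflinks 2.2.1 wrote them after mapping with STAR 2.5.2a, with no further normalization. Upstream, the authors used bcl2fastq2 2.17, Trimmomatic 0.36 and FastQC 0.11.5, and R 3.1.2 for statistics. Of the steps in the paper's methods, the deposited values include trimming, mapping and quantification, but not the normalization of the inputs to the reads that map to the worm genome. The eGFP-ME31B embryo table lists 16853 fly genes, and the table with the PABP embryo series and all S2 libraries and the table with the *png50* libraries list 16862 each. In all 3 tables 16768 genes are listed, of which 16614 (99.1%) were matched by symbol to Ensembl's BDGP6.54 annotation (release 115). All 28 libraries were used, with an estimated depth of 9.99 to 16.8 M reads (M, mega; median 12.8 M). No library was left out. Values were mostly compared between tables as ranks, as ratios within a table, or with a statement that the tables were quantified separately. Embryo binding with the other strain's input as divisor, and the ratio of *w1118* to eGFP-ME31B input, divide values of separately quantified tables.

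Binding was the log2 ratio of immunoprecipitate to input FPKM, centred on the median gene, over genes above 0.5 FPKM in every library of a series. RNA levels used genes with at least 0.5 FPKM at 1 or more ages. Correlations are Spearman's across genes, with 95% bootstrap intervals from 1000 draws of genes, and are descriptive, since genes are not independent replicates. Genes at least 4-fold lower at 2–3 hr than at 0–1 hr were counted among those with at least 5 FPKM at 0–1 hr. With 1 library per condition, no p-values were computed. Median values of gene lists were set against 10000 random lists of the same size matched on mean expression in 20 bins, where at least 5 genes of the list passed the filter. Scaling to the worm RNA divided each library by its summed worm FPKM without worm rRNA. This scaling, the filters on all libraries of a table or on both libraries compared, and the restriction of a count to protein-coding genes were chosen after the data were seen. All other alternatives were set before the data were examined. The seed of the random draws was 1.

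Genes named in the text were chosen by a rule written before the data were examined. It holds every gene that the paper names for an RNA measurement, and 7 genes of decay factors, most of which the paper does not name. For each protein at 0–1 hr and in S2 cells, it adds the 2 genes with the highest and the 2 with the lowest binding among genes with at least 10 FPKM in the input. For *w1118* and *png50* embryos, it adds the 3 largest falls from 0–1 to 2–3 hr among genes with at least 10 FPKM at 0–1 hr, to which a minimum of 0.5 FPKM at 2–3 hr was added after the data were seen. The gene *png* is reported because it carries the mutation, and a few others are marked as chosen after their values were seen. Older symbols were matched to current ones by a table. The gene lists were cytosolic ribosomal proteins (93 genes), early zygotic genes (26), snoRNA and snRNA genes (326), replication-dependent histones (45) and mitochondrially encoded genes (0). Of 59 named genes, 14 overlap another annotated gene on the same strand, and their values are uncertain, since reads may belong to either gene. They are *osk*, *cup*, *pAbp*, *Edc3*, *twin*, *RNaseP:RNA*, *CR44097*, *SLIRP1*, *snoRNA:Psi28S-2566*, *snRNA:U5:23D*, *Uhg7*, *snoRNA:Psi28S-1175c*, *CG15047* and *snoRNA:Psi28S-2442b*.

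The methods were tested on simulated data. A Spearman correlation of −0.5 built into 6699 genes was recovered as −0.501, and 39 of 40 bootstrap intervals, each from a simulation of 2000 genes, held the simulated value. Of 50 random lists without a shift, 4 lay outside the central 95% of random lists, and of 50 with a shift, 50 lay above it. In the *w1118* comparison, 200 of 200 genes made to fall were counted and 0 of 5119 others. The falls were set beyond the 4-fold limit and the other genes to no change, with little noise. These settings nearly fix the result, which checks the counting rule and not the accuracy of the reported counts. A depth of 12.0 M reads was estimated as 11.96 M reads. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

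Conclusions drawn from Western blots, RT-qPCR, mass spectrometry, reporter assays, poly(A)-tail lengths, translational efficiency and lists of SMG or BRAT targets were not analysed here. Neither were those from other laboratories' data.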

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

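The test of CR43887 for recovery by any immunoprecipitation was chosen after the result was seen, as were the comparisons shifted by an hour of development, the test of transcript length for 3–4 to 4–5 hr and the test with a single S2 input.

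The correlation of ME31B binding with the RNA change differs between the strains whose inputs give the change. With eGFP-ME31B inputs it was −0.471 for 2–3 to 3–4 hr and −0.238 for 3–4 to 4–5 hr, and with *w1118* inputs it was 0.0735 and 0.206. The difference between the strains was not tested, with 1 library per strain and age. Noise in the shared input is argued against as the source of the negative values, since a shared divisor raises the correlation by construction. The simulation of unchanged RNA, with a mean of 0.0363 over 6654 genes, gives the size of that rise. It is no separate test of the direction. Transcript length alone does not account for the *w1118* values. With length held constant they were 0.0832 (0.0575 to 0.107) for 2–3 to 3–4 hr and 0.1401 (0.116 to 0.164) for 3–4 to 4–5 hr. The latter is below the 0.207 without that step over the same 6517 genes, so length may account for part of it. A difference in developmental timing remains open. The RNA change of eGFP-ME31B embryos from 2–3 to 3–4 hr correlated more strongly, by 0.0799, with the *w1118* change of the hour before (0.560) than with that of the same hours (0.480), so *w1118* collections may be further along. From 1–2 to 2–3 hr this was not so, with 0.690 for the same hours and 0.613 for the hour before, and the *w1118* inputs at 0–1 and 1–2 hr correlated best with the eGFP-ME31B inputs of the same age (0.869 and 0.879). The *w1118* change from 0–1 to 1–2 hr, however, correlated more strongly with the eGFP-ME31B change of the hour after (0.613) than with that of the same hours (0.394). Whether a lead of *w1118* collections began before 2–3 hr therefore stays open. The *w1118* input at 2–3 hr also correlated better with the eGFP-ME31B input at 3–4 hr (0.930) than with that at 2–3 hr (0.868), and the one at 3–4 hr with that at 4–5 hr (0.933) than with that at 3–4 hr (0.914). Over 6100 genes, ME31B binding at 2–3 hr correlated with the *w1118* change from 1–2 to 2–3 hr with −0.692, and binding at 3–4 hr with the *w1118* change from 2–3 to 3–4 hr with −0.178, against 0.0846 and 0.194 for the hour that follows. The strains also differ in genotype, in the table they were quantified in and in the total of fly FPKM, and these differences were not tested.

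The correlation of PABP with ME31B binding differs between embryos at 0–1 hr, with 0.600, and S2 cells, with −0.415. The difference was not tested. Exchanging the S2 inputs gave −0.526, but cannot tell, since the exchange lowers the correlation by construction. With a single S2 input as divisor of both immunoprecipitates, which raises the correlation if anything, it was −0.3895 and −0.453, which argues against a difference between the S2 inputs as the source of the negative value. Transcript length may contribute: with length held constant, the correlation in S2 cells was −0.0240, with an interval that includes 0, while that at 0–1 hr was 0.483. Over the same 5711 genes, binding of ME31B correlated with length with −0.591 at 0–1 hr and 0.703 in S2 cells. RNA fragmentation or a different recovery of long transcripts in S2 cells stays open as a technical explanation, and a cell-type difference in which mRNAs ME31B binds as a biological one. Neither was tested.

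The non-coding RNA *CR43887* (chromosome arm 3L from 11693135 to 11693661), which the paper does not report, made up 7.46% of the fly FPKM of the ME31B immunoprecipitate at 3–4 hr and 10.1% at 4–5 hr. It was chosen because it was the gene with the highest share of those libraries. Its log2 ME31B binding was 1.06, 0.44, 1.11, 3.41 and 3.68 from 0–1 to 4–5 hr. Its transcript is 527 nt long, so a failed FPKM estimate of a very short gene is not likely. Its log2 PABP binding was −1.35, −0.82, 0.88, −0.75 and −2.82 from 0–1 to 4–5 hr. The last value, at the age of its highest share, argues against an RNA recovered by any immunoprecipitation. In S2 cells it was listed at 0 in both libraries of the PABP series and at 0.3299 and 0.255 FPKM in the others, and in the 4 *png50* libraries it lay between 0.579 and 19.5 FPKM. Binding of this RNA by ME31B or by the anti-GFP antibody could not be separated, since there is no anti-GFP immunoprecipitate from embryos without eGFP-ME31B among the samples. With the *w1118* inputs the RNA was at 11172.3 FPKM at 3–4 hr, so its increase in input occurs in both strains.

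The ribosomal protein gene *RpL41* (chromosome arm 2R from 24903416 to 24903935, protein-coding) made up 5.05% of the fly FPKM of the PABP immunoprecipitate at 0–1 hr, 8.26% at 1–2 hr and 6.02% in S2 cells. At 2–3, 3–4 and 4–5 hr it made up 9.33%, 8.48% and 8.53%, less than 4-fold its level in the input there, and 4.67% of the 2–3 hr input. It is outside the genes that the paper discusses, and was chosen because it was the gene with the highest share of those libraries. Its transcript is 320 nt long, and an FPKM estimate that is too high for so short a transcript may add to its share. The cytosolic ribosomal protein genes as a list, however, lay at percentile 100.0 of random lists matched on transcript length in PABP binding at 0–1 hr, which argues against short transcripts as the source of the list's values. No test separates the estimate for *RpL41* alone from its binding by PABP.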

How the results depend on the processing

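The scaling to the worm RNA, the filters on all libraries of a table or on both libraries compared, and the restriction to protein-coding genes are tests that were chosen after the results were seen.

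Of the values of the 33 results planned in the design under alternatives set beforehand, 73 stayed, 85 moved without a change of direction and 8 changed direction. Of the 8, 3 are the exchange of inputs in PABP against ME31B binding, which lowers it by construction, and 1 is the shift of the zero point to *Act5C* for *nos*. A further 1 changed sign within its interval, from −0.0149 to 0.00365 for binding against RNA change from 0–1 to 1–2 hr without a filter. Under the added ones, 1 stayed, 9 moved and 1 changed direction. A correlation counts as having stayed when it differs from the reported value by no more than the mean distance of its interval's limits, a count of genes when it differs by up to 1.5 times, and a single value when it is the same as printed. Of the 75 other single genes, levels and lists, 7 values stayed, 205 moved and 10 changed direction under the former, and 0, 4 and 3 under the latter. Among these others, a change of direction was counted only for values at least 1 log2 unit from the median gene, or from the level at 0–1 hr. Nearer to it, 15 further values changed sign under the former and 1 under the latter, and they are among those that moved. No paired analysis was possible because there is 1 library per condition.

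A filter on the inputs alone left 18 of 18 correlations within their intervals, and a pseudocount in the fold change 4 of 4. Except where stated, the cause of the changes that follow was not tested.

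With the filter at 5 FPKM, 17 of 24 correlations moved and none changed direction. Total RNA gave 0.839 at 0–1 hr and 0.981 in S2 cells, and immunoprecipitated RNA at 0–1 hr 0.899. PABP against ME31B binding gave 0.501, 0.217, 0.223 and 0.106 from 1–2 to 4–5 hr. ME31B binding at 0–1 hr against later ages gave 0.812, 0.526, 0.503 and 0.509, and PABP binding 0.623, 0.520 and 0.545 from 2–3 hr on. Binding against RNA change gave −0.577 for 1–2 to 2–3 hr. Levels at 0–1 against 2–3 hr gave 0.669 in *w1118* and 0.955 in *png50* embryos.

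Without a filter beyond values above 0, 23 of 24 moved and none changed direction. Total RNA gave 0.915 at 0–1 hr and 0.985 in S2 cells, and immunoprecipitated RNA 0.953 and 0.841. PABP against ME31B binding gave 0.529, 0.524, 0.188, 0.151 and 0.0386 from 0–1 to 4–5 hr, and −0.264 in S2 cells. ME31B binding at 0–1 hr against later ages gave 0.760, 0.551, 0.517 and 0.511, and PABP binding 0.682, 0.461, 0.334 and 0.379. Binding against RNA change gave −0.441, −0.347 and −0.110 from 1–2 hr on. Levels at 0–1 against 2–3 hr gave 0.781 in *w1118* and 0.982 in *png50* embryos. Without histone, mitochondrially encoded, snRNA, snoRNA, tRNA and rRNA genes, these 2 values were 0.848 and 0.978, and the other 22 correlations stayed.

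A pseudocount of 1 FPKM in immunoprecipitate and input left 14 of 18 correlations unmoved. PABP against ME31B binding moved to 0.620 at 0–1 hr and 0.356 at 2–3 hr, and PABP binding at 0–1 hr against 2–3 and 4–5 hr to 0.527 and 0.444. Log2 binding of *smg* was −3.43 for ME31B and −2.47 for PABP, and the change of *nos* 2.33.

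With the other strain's input as divisor, 3 of 17 correlations changed direction and 13 moved. PABP against ME31B binding gave 0.332 and 0.236 at 0–1 and 1–2 hr, and then −0.294, −0.107 and −0.0274. By construction, exchanging the inputs puts the difference in RNA level between the strains into the binding of both proteins with opposite signs, which lowers this correlation. ME31B binding at 0–1 hr against later ages gave 0.758, 0.485, 0.418 and 0.467, and PABP binding 0.838, 0.519 and 0.425 for 1–2, 2–3 and 4–5 hr. Binding against RNA change gave −0.139, −0.630, −0.623 and −0.400, which this exchange also lowers by construction, since the RNA level of eGFP-ME31B embryos then enters binding and change with opposite signs. Log2 ME31B binding at 0–1 hr was −0.11 for *nos*, −2.64 for *smg* and, with a change of sign, −0.0796 for *p24-1*. PABP binding was −3.49 for *smg* and, with a change of sign, −0.035 for *ctp*. ME31B binding of *smg* changed sign to 0.55 at 3–4 hr and 0.77 at 4–5 hr, and the change of *nos* was 4.08. Exchanging the S2 inputs gave −0.526 for PABP against ME31B binding, and 0.0236 for the median log2 PABP binding of snoRNA and snRNA genes in S2 cells, which changed sign.

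With the RNA change from *w1118* inputs, ME31B binding against RNA change gave −0.221 and −0.500 for the first comparisons, and then 0.0735 and 0.206, a change of direction.

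Relative to *Act5C*, log2 ME31B binding of *nos* changed sign to 0.48, *smg* was at −2.72 for ME31B and −1.81 for PABP, and the change of *nos* was 3.32. This step shifts the zero point of all genes alike and leaves their ranks, such as the 37.2th percentile of *nos*, as they were. Levels at 3–4 hr, as a percent of 0–1 hr, were 68.1 for *me31B*, 99.5 for *Edc3* and 88.1 for *HPat*, each a change of direction, and 15.3 for *tral* and 6.46 for *cup*. Relative to the median gene they were 106 for *me31B*, 23.9 for *tral* and 10.1 for *cup*, and with a pseudocount 223.4, 50.6 and 23.0. With the eGFP-ME31B inputs they were 45.2 for *me31B*, 38.9 for *eIF4G*, 87.1 for *Edc3* and 92.7 for *yps*, each a change of direction, and 41.8 for *tral* and 56.5 for *cup*. Scaled to the worm RNA they were 45.8 for *me31B*, 66.9 for *Edc3*, 59.3 for *HPat* and 69.7 for *yps*, each a change of direction, and 10.3 for *tral* and 4.35 for *cup*.

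The 15 values are these. With the other strain's input, log2 ME31B binding was 0.09 for *osk* and −0.10 for *grk* at 0–1 hr and 0.83 for *smg* at 2–3 hr, and PABP binding of *smg* at 4–5 hr −2.02. Relative to *Act5C*, ME31B binding was 0.3305 and 1.25 for *orb* at 0–1 and 1–2 hr and 1.15 for *smg* at 2–3 hr, and PABP binding 0.20 for *osk* at 0–1 hr and 0.68 and 0.23 for *smg* at 2–3 and 3–4 hr. The median ME31B binding of early zygotic genes at 0–1 hr was −0.00866 with the pseudocount, and that of snoRNA and snRNA genes in S2 cells −0.42 with the S2 inputs exchanged. The level of *twin* was 64.7% relative to the median gene, 41.4% relative to *Act5C* and 85.3% in eGFP-ME31B inputs, and, under the added scaling to the worm RNA, 27.8%.

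Levels at 0–1 against 2–3 hr correlated with 0.909 in the eGFP-ME31B inputs. With the filter on all libraries of the table, *w1118* gave 0.657 and *png50* 0.977, and with the filter on both libraries compared, 0.669 and 0.976. Both filters leave out genes that pass it at 1 age only.

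The count of genes at least 4-fold lower in *w1118* embryos was 257 as reported, 687 with each library divided by its median ratio and 2191 scaled to the worm RNA. In *png50* embryos it was 35 as reported, 53 with a minimum of 1 FPKM, 54 scaled to the worm RNA and 2 among protein-coding genes. Genes that were lower made up 20.0% of those changed at least 4-fold in *w1118* embryos, 90.2% with the median ratio, 84.6% in eGFP-ME31B inputs and 99.2% scaled to the worm RNA. In *png50* embryos they made up 83.3%, 96.4% scaled to the worm RNA and 33.3% among protein-coding genes. Scaling sets these counts by construction, since it shifts the median log2 change, 0.93 as deposited in *w1118* and −0.05 in *png50* embryos, to −1.62 and −0.73 against the worm RNA.

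Depth limits the genes near 0.5 FPKM, where a few reads decide the value.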

Differences from the paper's values

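The filters on all libraries of the table and on both libraries compared, and the scaling to the worm RNA, are tests that were chosen after the results were seen.

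For the correlation of RNA in the PABP and ME31B immunoprecipitates, the paper's value at 0–1 hr is 0.94 and the value here 0.930, and in S2 cells the paper's value is 0.63 and the value here 0.664. All 3 alternatives set before the data were examined also differ for each: the filter at 5 FPKM, no filter and the list without histone, mitochondrially encoded and small RNA genes.

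For PABP against ME31B binding at 0–1 hr, the paper's value is 0.62 and the value here 0.600. Of 6 alternatives set before the data were examined, the pseudocount (0.620) and the filter on the inputs alone (0.603) do not differ from the paper's value. The filters at 5 FPKM and at 0, the other strain's input and the list without small RNA genes do. In S2 cells, the paper's value is about −0.44, as printed in Figure 2E, and the value here −0.415. Of the 6 alternatives, the filter at 5 FPKM (−0.418) and the list without small RNA genes (−0.419) do not differ, and the 4 others do.

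For ME31B binding at 0–1 hr against 3–4 hr, the paper's value is 0.58 and the value here 0.554, and all 6 alternatives set before the data were examined differ. Against 4–5 hr, the paper's value is 0.58 and the value here 0.557. The pseudocount (0.564) does not differ, and the 5 others do.

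For levels in *w1118* embryos at 0–1 against 2–3 hr, the paper's value is 0.66 and the value here 0.829. The value here is over 9747 genes, more than the number printed in Figure 7D, so the values cover different sets of genes. All 4 alternatives set before the data were examined differ, the nearest being the filter at 5 FPKM (0.669). The filter on all libraries of the table, chosen after seeing the values, gave 0.657 over 5817 genes, and the filter on both libraries compared, also chosen after seeing the values, gave 0.669.

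For the mRNA that remains at 3–4 hr, the paper states less than 10% of the level at 0–1 hr for *me31B*, *tral* and *cup*. The paper's 10% stands against 224% for *me31B*, and all 4 alternatives set before the data were examined differ, as does the scaling to the worm RNA (45.8%). The paper's 10% stands against 50.3% for *tral*, and all 4 alternatives set before the data were examined differ. Scaling to the worm RNA, chosen after seeing the values, gave 10.3%. The paper's 10% stands against 21.2% for *cup*. A level was taken to differ where it lay above 1.5 times the paper's limit. By this rule *cup* does not differ relative to the median gene (10.1%, just above the limit) and to *Act5C* (6.46%), and with the eGFP-ME31B inputs and the pseudocount it does. Scaling to the worm RNA, chosen after seeing the values, gave 4.35%. The paper's methods state that inputs were normalized to worm reads.

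The paper states that *me31B*, *cup* and *tral* mRNAs decreased. As deposited, *me31B* rose in *w1118* embryos, to 224%, and fell in eGFP-ME31B embryos, to 45.2%, while *tral* and *cup* fell in both. The paper states that the mRNAs of *eIF4E* and *eIF4G* also decreased. As deposited in *w1118* embryos, *eIF4E* fell to 72.0% and *eIF4G* rose to 3040.2%, and in eGFP-ME31B embryos both fell, to 25.8% and 38.9%. The paper describes the mRNAs of *pAbp*, *Edc3*, *HPat*, *yps* and *twin* as almost unchanged. As deposited in *w1118* embryos they were at 811%, 327%, 289.6%, 341% and 136% of their levels at 0–1 hr, and in eGFP-ME31B embryos at 142%, 87.1%, 202%, 92.7% and 85.3%. After scaling to the worm RNA, chosen after seeing the values, they were at 166%, 66.9%, 59.3%, 69.7% and 27.8% in *w1118* embryos, where *eIF4E* was at 14.7% and *eIF4G* at 622%. The eGFP-ME31B inputs scaled to the worm RNA gave 91.4%, 56.1%, 130.4%, 59.7% and 54.9% for these mRNAs, 16.6% for *eIF4E*, 25.0% for *eIF4G*, 29.1% for *me31B*, 27.0% for *tral* and 36.4% for *cup*. The paper states that many transcripts were degraded in wild-type embryos and that no sign of mRNA degradation was seen in *png50* embryos. Of *w1118* genes, 257 were at least 4-fold lower and 1028 higher as deposited, 687 lower and 75 higher with the median ratio, and 2191 lower and 18 higher scaled to the worm RNA, chosen after seeing the values. In *png50* embryos 35 were lower, of which 2 were protein-coding.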

Other observations

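The tests of sequencing depth, of the share of worm RNA and of short non-coding genes were chosen after the results were seen, as were the values scaled to the worm RNA and the choice of *smg*, the cyclins, *Act5C* and *png* for *png50* embryos.

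The fly FPKM totals of the *w1118* inputs at 0–1 and 1–2 hr were 302478 and 125101, against at least 1021829 at later ages. Lower depth is argued against by the estimated depth of the later inputs, which was 0.986 times that at 1–2 hr. A larger share of worm RNA is argued against by its 22.1% of FPKM at 1–2 hr, within the 18.5% to 35.7% of later inputs. Loss of long transcripts is argued against by the correlation of the ratio of *w1118* to eGFP-ME31B input at 0–1 hr with transcript length, −0.0281. The share of reads on fly genes, estimated from FPKM and depth, was 33.2% and 10.9%, against 86.8% to 97.7% in the later *w1118* inputs, so reads on rRNA or outside annotated genes stay open as a technical explanation. The estimate restates the totals, since it is computed from the same FPKM, and it exceeds 100% in some libraries, so it is no separate test. The stage of the embryos is a biological difference that was not tested either. Because of these totals, levels as deposited of *w1118* embryos before 2–3 hr are low against later ages.

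Recovery with ME31B, set against the worm RNA, was 15.7-fold lower at 4–5 hr than at 0–1 hr for the median fly gene against the median worm gene. A few genes that take most of the FPKM are argued against as its source, since medians do not depend on them. At 0–1 hr, however, only 397 worm genes in the input and 481 in the immunoprecipitate were above 0.5 FPKM. The median of the 1306 worm genes used therefore lay below that filter in these libraries. Over all fly RNA against all worm RNA, recovery was 12.7-fold lower. The fall may follow the decrease of ME31B protein that the paper describes, or a lower yield of the later immunoprecipitations, and protein levels were not analysed here.

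Of the 35 genes at least 4-fold lower in *png50* embryos, 94.3% were not protein-coding, against 3.93% of the genes counted, and 33 have transcripts shorter than 300 nt. Unstable FPKM of short non-coding genes may therefore account for most of this count. In *w1118* embryos, 14 of the 257 were not protein-coding. The *w1118* and eGFP-ME31B series shared 140 of their 257 and 352 genes at least 4-fold lower. No biological explanation was tested.

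In the ME31B immunoprecipitate of *eGFP-me31B; png50* embryos at 0–1 hr, binding correlated with that in eGFP-ME31B embryos with 0.664 (0.647 to 0.681) across 6498 genes of separately quantified tables. There, log2 binding was −0.50 for *smg*, −0.04 for *CycA*, 0.23 for *CycB* and −0.19 for *CycB3*, a median of −0.11, against −3.01 in eGFP-ME31B embryos. Other genes fell: *Act5C* from −0.81 to −2.25, at the 2.63th percentile, and *png* from 0.30 to −1.30. With the *png50* input as divisor the median was −0.23, so an effect of the input library alone is argued against. The paper does not report these values. The paper cites a failure to induce SMG when PNG activity is lost, so ME31B may bind *smg* mRNA more where it is not translated, which was not tested. A difference in the immunoprecipitation or in the table stays open. Total RNA of the *png50* and *eGFP-me31B; png50* embryos at 0–1 hr correlated with 0.975 across 6756 genes.

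The cytosolic ribosomal protein genes had a median log2 PABP binding of 1.13, 2.09, 2.09, 2.04 and 1.504 from 0–1 to 4–5 hr (86 genes) and 2.54 in S2 cells, each at percentile 100.0 of random lists. Their ME31B binding was −0.35, −0.84, −1.55, −1.18 and −0.86 (87 genes) and −0.84 in S2 cells, each at percentile 0.0. Short transcripts are argued against as the source of the PABP values, since the list stayed at percentile 100.0 of lists matched on transcript length at 0–1 hr. A bound state of these mRNAs that differs from that of other mRNAs of the same length stays open.

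Among the other lists, early zygotic genes had a median log2 ME31B binding of 0.09, −0.01, 0.17, 0.70 and 0.47 from 0–1 to 4–5 hr (12 of 26 genes; percentiles 94.1, 92.3, 74.7, 96.0 and 83.7), and 2 genes passed the filter for PABP. The snoRNA and snRNA genes had a median log2 ME31B binding of −1.05, −3.24, −1.70, −1.39 and −1.36 (61 genes) and 0.69 in S2 cells (112 genes). Their PABP binding was −4.58, −3.38, −2.32, −2.17 and −3.03 (48 genes) and −1.09 in S2 cells. With the S2 inputs exchanged, both S2 values changed sign, to −0.42 and 0.0236. From 0–1 to 2–3 hr, median log2 RNA change in *w1118*, eGFP-ME31B and *png50* embryos was 1.45, 0.41 and 0.53 for ribosomal protein genes, 2.73, 2.33 and 0.86 for early zygotic genes, and 1.64, 1.23 and 0.32 for snoRNA and snRNA genes, where the median of all genes changed by 0.93, −0.09 and −0.05. Of 45 histone genes, 1 to 3 could be measured, and the list of mitochondrially encoded genes held 0 genes.

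The mRNAs of decay factors in the naming rule, all protein-coding, most of which the paper does not name and none of which it reports an RNA value for, had log2 ME31B binding at 0–1 hr of 0.95 for *Pop2* (3L from 11998398 to 12002915), 0.82 for *Dcp1* (2R from 23888764 to 23890276), −0.53 for *Pan3* (3L from 3071133 to 3090406), −1.31 for *pcm* (X from 19485759 to 19492011), −1.47 for *Pan2* (2R from 8928169 to 8933103), −1.51 for *Dcp2* (3L from 15818734 to 15826423) and −1.997 for *Not1* (2R from 9566146 to 9579007).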
